# A single-cell transcriptomic landscape of innate and adaptive intratumoral immunity in triple negative breast cancer during chemo- and immunotherapies

**DOI:** 10.1038/s41420-022-00893-x

**Published:** 2022-03-08

**Authors:** Laura Carpen, Paolo Falvo, Stefania Orecchioni, Giulia Mitola, Roman Hillje, Saveria Mazzara, Patrizia Mancuso, Stefano Pileri, Alessandro Raveane, Francesco Bertolini

**Keywords:** Breast cancer, Cancer immunotherapy, Tumour heterogeneity

## Abstract

Breast cancer (BC) constitutes a major health problem worldwide, making it the most common malignancy in women. Current treatment options for BC depend primarily on histological type, molecular markers, clinical aggressiveness and stage of disease. Immunotherapy, such as αPD-1, have shown combinatorial clinical activity with chemotherapy in triple negative breast cancer (TNBC) delineating some therapeutic combinations as more effective than others. However, a clear overview of the main immune cell populations involved in these treatments has never been provided.

Here, an assessment of the immune landscape in the tumor microenvironment (TME) of two TNBC mouse models has been performed using single-cell RNA sequencing technology. Specifically, immune cells were evaluated in untreated conditions and after treatments with chemotherapy or immunotherapy used as single agents or in combination. A decrease of Treg was found in treatments with in vivo efficacy as well as γδ T cells, which have a pro-tumoral activity in mice. Focusing on Cd8 T cells, across all the conditions, a general increase of exhausted-like Cd8 T cells was confirmed in pre-clinical treatments with low efficacy and an opposite trend was found for the proliferative Cd8 T cells. Regarding macrophages, M2-like cells were enriched in treatments with low efficacy while M1-like macrophages followed an opposite trend. For both models, similar proportions of B cells were detected with an increase of proliferative B cells in treatments involving cisplatin in combination with αPD-1. The fine-scale characterization of the immune TME in this work can lead to new insights on the diagnosis and treatment of TNBC.

## Introduction

Breast cancer (BC) is the most common malignancy in women, and the fifth leading cancer death worldwide [1]. The triple negative breast cancer (TNBC) subtype accounts for 15-20% of BC cases and has the worst prognosis [2].

Until recently, the backbone of therapy against TNBC has been chemotherapy, including alkylating agents such as cyclophosphamide [3] and cisplatin [4], anti-microtubules such as taxanes [5] and antineoplastic agents such as doxorubicin [6]. The immune checkpoint inhibitors (ICIs) anti-PD-1 and anti-PD-L1 have been recently approved for TNBC therapy in combination with chemotherapy, but they are so far clinically active only in a minority of patients and for a limited timeframe [7–10].

PD-1 predominantly regulates effector T cell activity within tissue and tumors by binding the programmed cell death ligand 1 (PD-L1). In turn, this binding inhibits kinases involved in T cell activation [11]. In physiological conditions, the interaction of PD-1 with its ligands has been shown to play an important role in the maintenance of the balance between autoimmunity and peripheral tolerance [12, 13]. In the tumor microenvironment (TME), PD-1 and its ligand PD-L1 perform a vital role in progression and survival of cancer cells; the overexpression of PD-L1 by tumor cells is used as self-defense by the tumor against the cytotoxic T cells which contribute to cell killing [14]. PD-L1 expression on many tumors is a component of a suppressive microenvironment that leads to T cell dysfunction and exhaustion [15]. This state of exhaustion is characterized by the progressive loss of proinflammatory cytokines production, the loss of the cytotoxic activity, the decrease in the proliferative potential and an increase in apoptosis [16]. As a consequence, blocking the PD-1/PD-L1 inhibitory pathway can re-activate T cells in the TME with the release of inflammatory cytokines and cytotoxic granules to eliminate tumor cells. PD-1 is also highly expressed on regulatory T cells (Tregs), where it may enhance their proliferation in the presence of PD-L1 [17]. As Tregs suppress effector immune responses, blockade of the PD-1 pathway may enhance antitumor immune responses.

TNBC is believed to be an immunogenic BC subtype, but it is currently unclear which cell populations are involved in the immune response within the TME during specific conditions as well as their proportion in specific treatments [18].

Single-cell RNA sequencing (scRNA-seq) gives the possibility to differentiate among cell populations that are not distinguishable by cell surface markers and morphology alone, opening the possibility of identifying previously uncharacterized cellular populations, phenotypes and transitional states. This approach has revolutionized our ability to study the immune system and allow us to break through the bottleneck of immunology studies [19, 20].

In this work, we have investigated at the single cell level, report and discuss in detail the transcriptome of innate and adaptive intratumoral immune cells in two syngeneic, immune competent, orthotopic murine models of local and metastatic TNBC. Mice were treated with ICIs and several different types of chemotherapeutics, alone or in combination. From previous reports, capecitabine (alone or with ICIs) was the less effective drug [21]. While platinum, doxorubicin and taxanes showed synergy with ICIs and had superimposable activity, intermittent, medium dosage cyclophosphamide (C140) plus vinorelbine and ICIs was the most active combinatorial therapy. Vinorelbine activated antigen presenting cells and C140 generated new T cell clones including stem cell-like TCF1 + CD8 + T cells [22]. The fine characterization of almost 50 000 immune cells extracted from the TME of these two mouse models helped in creating a catalogue of the immune response to several drugs and aimed to investigate specific cellular subtypes useful for future therapeutic approaches.

## Materials and method

### Cell lines and treatments

As this work focuses on the computational analysis of scRNA-seq data previously published, in vivo and in vitro experiments were performed as mentioned in [22]. Briefly the laboratory procedures included the injection of two TNBC cell lines (4T1 and EMT6) in the mammary fat pad as in [21]. Tumor-bearing mice were treated with either vehicle or with different drugs used as single agents or in combination as described in [22] for a total of eight treatments and one untreated control for each cell line (Table 1). In almost all treatments for each cell line, checkpoint inhibitors alone or in combination with chemotherapeutic drug led to tumor shrinking. In fact, anti-PD-1 treatment reduced on average tumor mass of 68% and 75% in 4T1 and EMT6 model, respectively [22]. Drug usages were based on literature data associated with no or acceptable toxicity [22, 23].

**Table 1:** Condition overview.

Label	Type of treatment	Chemistry 10X for 4T1	Chemistry 10X for EMT6
ctr	control	v2	v2
αPD-1	Immunocheckpoint Inhibitor (ICI)	v2	v2
C140 (Cyclophosphamide)	Alkylating agents	v3	v3
C140 + V (Vinorelbine)	Alkylating agents + anti-microtubule agents	v3	v3
C140 + αPD-1	Alkylating agents + ICI	v2	v2
C140 + V + αPD-1	Alkylating agents + anti-microtubule agents + ICI	v3	v2
D (Doxorubicin) + αPD-1	Antineoplastic agents + ICI	v2	v3
P (Cisplatin) + αPD-1	Antineoplastic agents + ICI	v2	v2
T (Paclitaxel) + αPD-1	Anti-microtubule agents + ICI	v3	v2

Schematic view of conditions (samples) with the corresponding treatment for the 4T1 and EMT6 cell line TMEs with the 10 X Genomics chemistry version used for each condition.

### ScRNA-seq library preparation and sequencing

At 28 or 70 days, depending on the efficacy of the treatment and on the cell line (details in [22]), tumor resection was performed as in [23].

Tumors of three mice were dissociated and pooled together to generate the single cell suspension. We took care to pool tumors of similar size and with no sign of necrosis and ulcers [22]. The cell suspensions were then prepared for cell sorting with FACS Fusion sorter (BD bioscience). Cd45^+^ DAPI^-^ (alive immune cells) were sorted and purity evaluated; as previously showed [22], post sorting purity was assessed to be higher than 90%. The percentages of Cd45^+^ DAPI ^-^ was of 28.3 ± 4.3% for 4T1 and 9.3 ± 3.3 % for EMT6 tumor models, respectively. At least 5,000 cells per condition underwent scRNA-seq library preparation following the 10X Genomic protocol and using two different chemistries (v2 and v3) (Table 1). The sequencing was performed with NovaSeq^TM^ 6000 Illumina® sequencer at a sequencing depth of 50 000 read pairs/cell.

### Alignment and quality control

FASTQ files were converted to digital gene-cell count matrices using a Singularity- dependent Snakemake pipeline [24] employing the Cell Ranger v4 software. As reference, the *Mus musculus* reference genome mm10 (GENCODE vM23/Ensembl98) was used. Market Exchange Format (MEX) for sparse matrices generated from the pipeline were loaded, merged, processed and analyzed using *Seurat* package v4 [25].

To have a comparable number of cells for each experiment, we excluded from the analyses all the conditions with a number of cells lower than 500. Then, in order to include only cells that are of high quality, we exclude cells with 500 or less transcript, 50,000 or more transcripts, having fewer than 250 expressed genes, a complexity score (log10 genes per UMI) lower than 0.80 and more than 15% mitochondrial transcripts as in [22]. At the gene-level, all genes expressed in less than five cells were filtered out.

To detect doublets, the *scDblFinder()* function of *scDblFinder* package [26] was used. This package works only with SingleCellExperiment (SCE) objects [27], therefore, a conversion from *Seurat* object was performed. Finally, doublets were excluded using the *subset()* function of the *Seurat* package [25].

During the quality control (QC), one condition (C140 + V + αPD-1), out of the nine reported here for the 4T1 cell line, was removed from further analyses because its number of cells did not exceed the minimum filtering threshold (500 cells) used by us to consider a condition suitable to explore the whole immune populations. 

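After the filters stated above, the 4T1 C140 + V + αPD-1 library held 205 cells, with a median of 11144 UMIs and 2312 genes per cell. The other 17 libraries held between 1398 cells (4T1 C140 + V) and 4720 cells (EMT6 C140 + V).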

For the EMT6, all conditions passed this quality control filter. The number of transcripts and number of genes were evaluated for the remaining conditions. 

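The cells kept in each of the 17 libraries had a median of between 3783 UMIs (4T1 control) and 16020 UMIs (EMT6 C140). The lowest and highest median numbers of genes per cell were 1260 in the 4T1 control and 3466.5 in EMT6 C140 + V. Between 96.1% (4T1 control) and 99.6% (4T1 C140 + αPD-1) of the cells of a library had more than 1000 UMIs.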

The majority of the cells had more than 1 000 UMI indicating high quality cells (Fig. S1). Furthermore, in the 4T1, the C140, C140 + V and T + αPD-1 treatments had the highest number of mitochondrial transcripts; while for the EMT6 it was C140 + V, C140 + V + αPD-1 and P + αPD-1. This might be related to differences in toxicity of these specific agents in different microenvironments [28–30] due to the fact that high percentage of mtDNA transcript is usually associated with apoptotic, stressed and low-quality cells.

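In the 4T1 libraries the median percentage of mitochondrial UMIs per cell was 5.53% in C140 + V, 5.19% in T + αPD-1 and 4.901% in C140. The other 5 conditions lay between 2.83% (control) and 3.05% (C140 + αPD-1). In EMT6 the medians were 5.48% in C140 + V + αPD-1, 5.16% in P + αPD-1 and 3.46% in C140 + V, against 2.36% (C140 + αPD-1) to 2.75% (T + αPD-1) in the other 6. These 6 libraries with the highest medians, 3 in each line, are those whose list of barcodes is that of the v3 chemistry. The paper proposes that differences in toxicity between the agents lie behind the higher percentages.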

### Proliferation status, normalization and batch effect removing

Cell cycle score variation was evaluated with a Principal Component Analysis (PCA) on normalized and scaled data using 2000 genes on *Seurat* v4 package after assigning a cell cycle score to each cell with the *CellCycleScoring()* function and the S and G2M specific gene reference downloaded from the *Ensemldb* R package [31]. 

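Phases were called on cells thinned to 1000 UMIs each, with 43 S genes and 54 G2M genes. In the 4T1 TMEs 71.9% of 20874 cells were called G1, 8.15% S and 20.0% G2M. In the EMT6 TMEs, G1 took 54.7% of 25781 cells, S 35.5% and G2M 9.83%. The G1 percentage ranged from 68.1% to 74.2% over the 8 libraries of 4T1 and from 48.1% to 60.9% over the 9 of EMT6, without overlap. Cells with a UMI of Mki67 or Top2a made up 2.21% of the thinned cells in 4T1 and 3.05% in EMT6. Free RNA from lysed cells enters phase calls, and its part in this difference stays open.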

No large differences were observed among cell cycle phases between the two cell line TMEs, therefore, we did not regress out the cell cycle variation in the following normalization step.

A batch effect is an unwanted source of variation resulting in different cells having specific profiles, not because of their biological features but because of technical differences. 

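The list of barcodes of each library, short for v2 and long for v3, gives its 10x chemistry. For 4 EMT6 libraries this list differed from Table 1, with the v2 list for C140 and D + αPD-1 and the v3 list for C140 + V + αPD-1 and P + αPD-1. Without integration, 3.55% of the 20 nearest neighbours of a 4T1 cell carried the other chemistry, where random mixing would give 46.9%. In EMT6 this share was 8.22%, against 48.7% at random. After integration it rose to 39.7% in 4T1 and 39.0% in EMT6.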

Our data presented a strong batch effect due to the two different types of chemistry used during the single cell library preparations (Fig. S2A). Recently, *Seurat* introduced the scRNA-seq integration workflow, a set of methods to match shared cell populations across different batches [25]. These methods identify cross-batch pairs of cells that are in a matched biological state (‘anchors’). In detail, we applied the integration workflow that included splitting of the raw transcript count matrix by chemistry, normalization using the *SCTransform()* function, selection of the most variable features (genes) using *SelectIntegrationFeature()* function, preparation of the *Seurat* object for the interrogations with *PrepSCTIntegration()* function, canonical correlation analysis (CCA) with *FindIntegrationAnchors()* function and final integration across conditions with *IntegrateData()*. These steps corrected the unwanted source of variations (Fig. S2B) and were applied before each clustering analysis.

### Dimensionality reduction, visualization and clustering

The Uniform Manifold Approximation and Projection (UMAP) method for visualization was employed on the first 30 principal components using the *RunUMAP()* function of the *Seurat* package. In order to identify known (previously identified cell populations) or uncharacterized cell types, the *Seurat* v4 graph-based clustering approach, which exploits a K-nearest neighbour (KNN) graph, was applied. We determined the k-nearest neighbor graph with *FindNeighbors()* function and then performed the clustering with the *FindClusters()* function from resolution 0.4 to 1 in steps of 0.2. The resolution 0.8 and 0.6 were evaluated as best for the 4T1 and EMT6 TMEs respectively, according to the number of cell populations (clusters) that were possible to detect. The choice of the best granularity parameters was evaluated by visual inspection and with the aid of the *Clustree* package [32].

### Cell-type annotation

The *SingleR* package [33] in combination with the *ImmGen()* reference transcriptome dataset [34], containing 253 fine labels generated from 830 microarray samples of sorted cell populations, was used for automatic cell type assignment. We inspected the confidence of the predicted labels using the delta values: the difference between the score for the assigned label and the median across all labels for each cell. Using the *PruneScores()* function, we marked potentially poor-quality or ambiguous assignments based on the delta value. Moreover, we uniformed the label name of the *ImmGen()* dataset according to the wanted level of resolution by using the cell ontology label present in the *Celldex* package [33]. For example, two of the several Cd4 T cell labels were T.CD4.24H (CL:0000624) and T.CD4.CTR (CL:0000624), therefore, we searched for the cell ontology label in Ontology Lookup Service (OLS) repository (https://www.ebi.ac.uk/ols/ontologies/cl) and established “T cells Cd4” as a common label. We verified the assignment using two procedures: (i) exploring the expression of known cell gene markers; ii) evaluating the top differential expressed genes (DEG) between cell clusters on *PanglaoDB* [35].

Differentially expressed genes were retrieved using the *FindAllMarkers()* function in the *Seurat* package with a MAST test [36]. Only genes expressed on 25% of cells and with a log fold-change higher than 1.5 were considered. For this analysis, the normalized data (not integrated) was used as suggested by the *Seurat* developers (https://github.com/satijalab/seurat/issues/2014#issuecomment-629358390).

Beside using *Seurat*, DEG analysis was also performed using the *SingleCellExperiment* R package (SCE) [27] that, differently from *Seurat*, allows a block on batch. This block, necessary in our dataset, would reveal biologically relevant genes to be preserved within the batch (Tables S1, 4T1; S2, EMT6).

A label name, mirroring the cell composition, was assigned to each set of cells under the same group (cluster). If multiple cell populations were present in a cluster the first name refers to the most abundant type of cell.

### Sub-clustering

Cells in the macro-clusters of interest (Cd4 T cells, Cd8 T cells and NK cells, Macrophages and B cells) were extracted according to their label name using the *subset()* function in *Seurat* package. The filtered transcript counts were re-normalized as before using the integration workflow or the classic normalization depending on the purpose of the analysis.

PCA and UMAP methods were applied as before, with the only difference being that we evaluated the best number of PCs to use for the clustering workflow with the *maxLikGlobalDimEst()* function of the *intrinsicDimension* package [37] as used in [38].

Clustering was performed as above and the best resolution was evaluated with the *Clustree* package [32]. Also depending on the results and the expression of known gene markers the granularity was chosen accordingly (0.2 and 0.3 for Cd4 and Cd8 respectively in 4T1 cell line, 0.1 and 0.2 for B in the 4T1 and EMT6 cell line respectively, 0.4 for macrophages in EMT6 cell line). The sub-clusters cell assignment was performed only with manual curation by choosing a known set of genes from relevant studies that focus on the same cell populations [39–42] in similar mouse models and evaluating their expression in the sub-clusters.

### Trajectory analysis

Dynamic changes in gene expression were evaluated by performing a trajectory analysis using the *Slingshot* package [43]. To give a finer definition of cell states and unknown cell populations the trajectory analyses were performed only on the cluster subsets.

The *Slingshot()* function was used on the *Seurat* object converted into SCE dataset [27], then the embedding of trajectory in new space was performed with the *embedCurves()* function and finally the *slingCurves()* assessed each curve in each sub-clustering.

## Results

### Total immune cellular landscape in the tumor microenvironment of two TNBC mouse cell lines

After the QC, the resulting total number of cells and genes for the 4T1 were 22,403 and 18,124 respectively, while for the EMT6, 26,245 cells and 18,637 genes were obtained (Tables S3 and S4). 

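The authors deposited raw UMI counts for 32285 genes in every barcode, and cells were called from these counts again. Each of the 17 libraries held between 18246936 and 107180340 UMIs. Barcodes were taken as cells by the order-of-magnitude rule for 3000 expected cells, or where, with at least 500 UMIs, they differed from the ambient profile at an adjusted Monte Carlo p of 0.01. After the stated filters, 636 of 21860 cells in 4T1 and 908 of 27270 in EMT6 were removed as doublets by a score against simulated doublets. This left 21224 cells with 18038 genes in 4T1 and 26362 cells with 18667 genes in EMT6, each gene seen in at least 5 cells. With the order-of-magnitude rule alone, 16722 EMT6 cells remained, the largest change among the alternatives. Each treatment is a single library of tumors pooled from 3 mice, so single treatments are compared without a test. In the study the day of tumor resection varied with treatment efficacy and line, and its part in contrasts of treatments or lines stays open. Ranges in parentheses after percentages of cells are exact 95% Clopper-Pearson intervals, which cover counting error only.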

The treatments having the highest number of cells after the QC corresponded to T + αPD-1, C140 and C140 + αPD-1 for the 4T1; while the C140 + V, P + αPD-1 and D + αPD-1 were the treatments with the highest values in EMT6 cell line. Therefore, the analyses focused on a total of 48,648 immune cells and 17 conditions in the TMEs of two TNBC mouse cell lines.

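In 4T1, 3840 cells were kept in T + αPD-1, 3035 in C140 + αPD-1, 2951 in P + αPD-1 and 2743 in C140. In EMT6, P + αPD-1 followed C140 + V with 3843 cells, and D + αPD-1 had 3323. The lowest number in EMT6 was 1604 cells, in C140 + αPD-1.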

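The same 17 conditions held 47586 cells together after cell calling, filters and doublet removal.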

The best granularity resolution (see Materials and method) in the two TMEs identified a total of 20 and 22 groups of cells sharing similar gene expression, for the 4T1 and EMT6 respectively (Figs. 1 and S3A, B, for details see Materials and method and Supplementary Materials). 

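Clustering of the integrated counts with 30 components at the stated resolutions of 0.8 (4T1) and 0.6 (EMT6) gave 23 clusters in each line. The largest held 3349 cells in 4T1, called B cells, and 4348 cells in EMT6, called macrophages. The smallest held 86 and 29 cells, in both lines B cells. Clusters were named where at least 3 marker genes of a cell type were detected.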

Subsequently, for both the cell lines, *Cd3e*, *Cd4*, *Cd8b1* genes were manually evaluated for T cells, *Ncr1* for NK cells, *Cd19* for B cells, *Csf3r* for neutrophils, *Adgre1* and *Cd68* for macrophages and *Basp1* for DCs (Fig. S3C, D). 

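With the UMIs of a gene summed over the cells of a type and scaled to the same total for every type (CPM), Cd3e had 675 CPM in 4T1 T cells and 543 in EMT6 T cells. NK cells had 1498 (4T1) and 954 (EMT6) CPM of Ncr1. For Csf3r the values in neutrophils were 1095 and 951. Macrophages held 45.4 and 109 CPM of Adgre1, and 272 and 563 of Cd68. Each of these genes was highest in the type named, and the 5 are among the markers used to name the types. Basp1 was highest in neutrophils, at 541 (4T1) and 677 (EMT6) CPM, and second in dendritic cells, at 463 and 511. Scaled without mitochondrial, ribosomal, immunoglobulin and haemoglobin genes, Basp1 was higher in dendritic cells than in neutrophils in 4T1 (633 against 590) and lower in EMT6 (680 against 733). Cd4 had 87.9 and 88.1 CPM in T cells and 117 and 104 in dendritic cells, and Cd8b1 had 334 and 243 in T cells and 367 and 256 in dendritic cells. Under the other scaling Cd4 had 159 and 151 in T cells and 160 and 138 in dendritic cells, and Cd8b1 606 and 418 in T cells and 502 and 341 in dendritic cells.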

The known gene marker expression in each cluster was in accordance with the highest frequencies of cell populations automatically assigned to that cluster. An additional confirmation was obtained by analyzing DEG for each cluster compared to all the others (Tables S1 and S2). These genes were further evaluated on PangloaDB and once again, the results confirmed the automatic assignment.

**Fig. 1:**
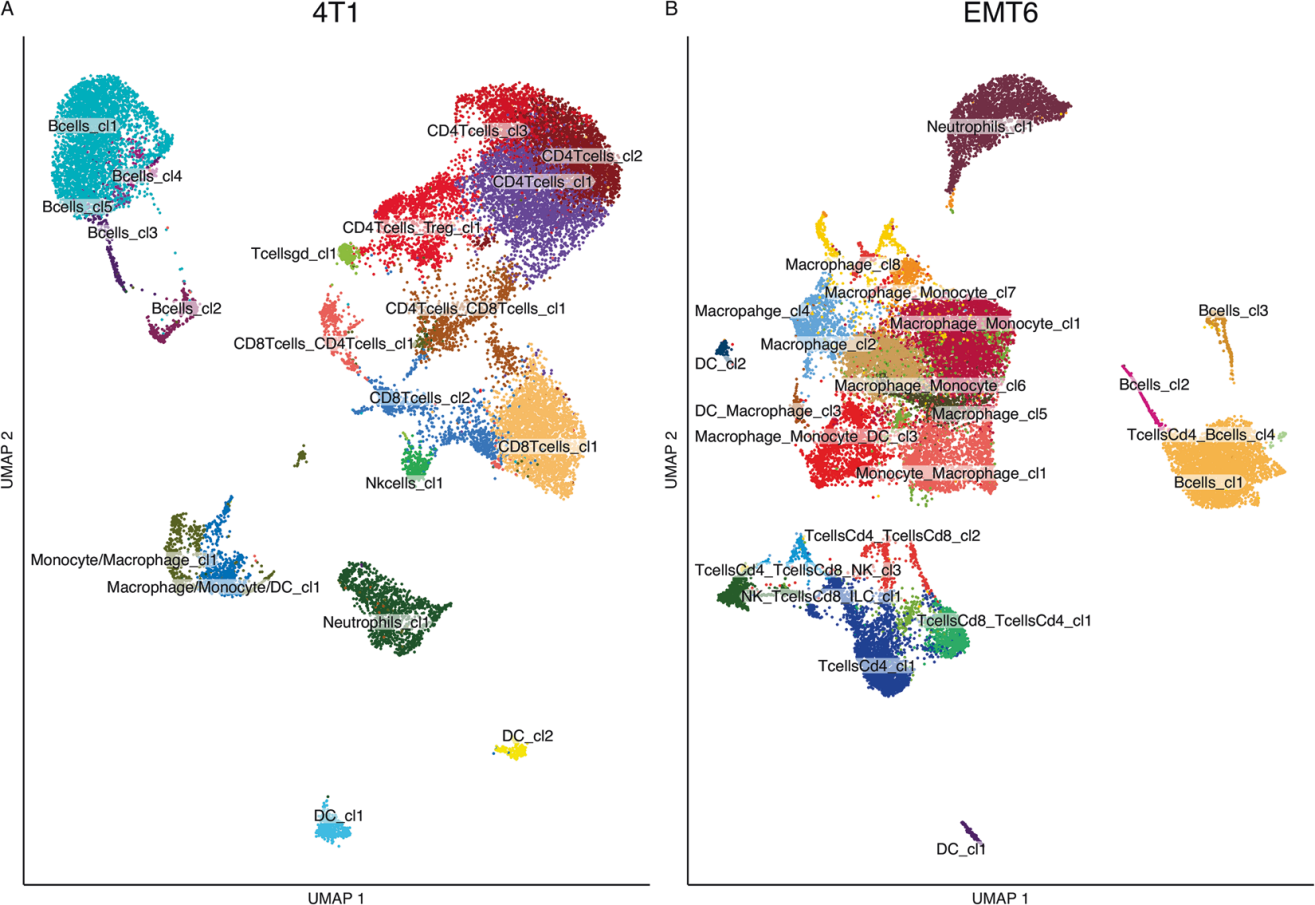
Immune cellular landscape in the two mouse TNBC TMEs. **A** UMAP of 22,403 immune cells in 4T1 TME grouped in 20 clusters. Each dot refers to a cell. The colors refer to the label assigned to the clusters. **B** UMAP of 26,245 immune cells in EMT6 TME grouped in 22 clusters. Each dot refers to a cell. The colors refer to the label assigned to the clusters.

Final label assignment resulted in the 20 4T1 clusters being classified in 5 B, 5 Cd4 T, 3 Cd8 T, 1 NK, 1 T γδ, 2 DC, 2 macrophage and 1 neutrophil cell clusters (Fig. 1A). On the other hand, the EMT6 cell line presented 22 clusters labelled as 8 macrophage, 1 monocyte, 1 neutrophil, 3 B, 3 DC, 4 Cd4 T, 1 Cd8 T and 1 NK cell clusters (Fig. 1B).

At first glance, a strong difference in the immune cell population composition was found among the two tumoral cell line TMEs. Specifically, the 4T1 TME recorded a prevalence of cells belonging to the lymphoid lineage: 15 clusters contained T, NK and B cells while only 5 were named as macrophages, DCs and neutrophils. On the other hand, in the EMT6 TMEs, most of the cells fall into myeloid clusters while only few cells were assigned to lymphoid lineage. 

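The cells of each library were divided by the cell type of their cluster. Droplets of macrophage clusters that also hold T cell genes count as macrophages, such as the 1294 of an EMT6 sub-cluster described below. T cells made up 50.8% (48.7 to 52.8) of the 4T1 control and 17.0% (15.5 to 18.6) of the EMT6 control. Macrophages and monocytes made up 11.9% (10.6 to 13.3) and 58.6% (56.6 to 60.6) of the same libraries. Dendritic cells were 5.17% (4.31 to 6.13) of the 4T1 control and 1.50% (1.05 to 2.09) of the EMT6 control.

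**Figure D1:**
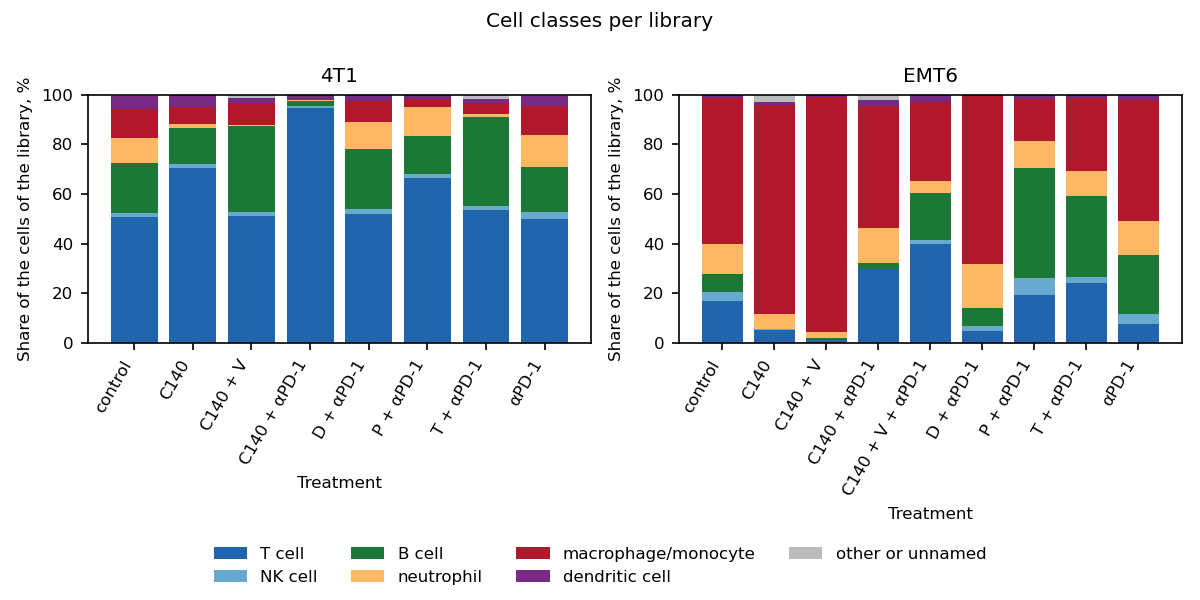
Share of the cells of each library (vertical axis, percent) by cell type for the 8 conditions of 4T1 and the 9 of EMT6. T cells (dark blue) take from 50.1% to 94.6% of the bars of 4T1, and macrophages and monocytes (red) from 16.7% to 94.9% of those of EMT6.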

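T, NK and B cells together made up between 70.8% (68.9 to 72.5) of the cells in αPD-1 and 97.5% (96.8 to 97.99) in C140 + αPD-1 over the 8 conditions of 4T1. B cells ranged from 2.08% in C140 + αPD-1 to 35.6% in T + αPD-1.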

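In EMT6 the lymphoid share ranged from 1.82% (1.46 to 2.25) in C140 + V to 70.5% (69.0 to 71.9) in P + αPD-1. It was above 50% in 3 of the 9 conditions, the other ones being C140 + V + αPD-1 at 60.3% (58.4 to 62.3) and T + αPD-1 at 59.2% (57.3 to 61.1). Over the 8 treatments with a library in both lines, the mean lymphoid share was 83.4% in 4T1 and 30.9% in EMT6, and it was higher in 4T1 for 8 of 8 treatments. The mean difference of 52.5 percentage points had p = 0.00781 in an exact two-sided permutation test that flips the sign within each treatment, the smallest p that 8 pairs allow. Its Benjamini-Hochberg value over the 13 tests made on cell shares was 0.0516. Among the treatments sequenced with the same barcode list in both lines the difference was 59.0 percentage points (exact permutation p = 0.0625, two-sided). From the cell types of the clusters, the paper states that lymphoid cells prevail in the 4T1 TME and myeloid cells in the EMT6 TME.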

Interestingly, among the lymphoid lineage the number of cells belonging to B cell and neutrophil clusters were comparable between the two tumor types.

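Paired by treatment, B cells made up a mean of 20.6% of the cells in 4T1 and 14.8% in EMT6, higher in 4T1 for 5 of 8 treatments (exact permutation p = 0.422, two-sided). Both lines spread widely, from 0.129% (0.0267 to 0.377) in EMT6 C140 to 44.5% (42.9 to 46.1) in EMT6 P + αPD-1. Neutrophils had a mean of 6.05% in 4T1 and 10.8% in EMT6, and were higher in 4T1 for 1 of 8 treatments (exact permutation p = 0.0156, two-sided, Benjamini-Hochberg 0.0516). With the order-of-magnitude rule alone for calling cells, the mean difference 4T1 minus EMT6 was 12.6 percentage points for B cells (exact permutation p = 0.0234, two-sided) and 1.01 percentage points, the opposite sign, for neutrophils (exact permutation p = 0.539, two-sided). Its cuts in EMT6 ran from 3878 to 13240 UMIs, above the median depth of EMT6 neutrophils (1947.5) and B cells (3706.5). In 4T1 they ran from 1595.6 to 7467.4, with medians of 2448 and 4678. The rule thus drops most EMT6 cells of both types by depth, so these values cannot tell abundance from depth.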

Since a fine-scale characterization of the immune landscape wanted to be reached, a filtering and a new sub-clustering for the major immune components of the lymphoid and myeloid lineages, where an informative number of cells could be retrieved, was performed. Due to the differences found in cell population composition, here will be reported the results of Cd4, regulatory, γδ, Cd8 T and NK cells sub-clustering for the 4T1 cell line TME; while of macrophages for the EMT6. Moreover, a comparison of the equally represented B cell clusters between the two types of tumor is also presented and discussed.

### Cd4 T cell-like sub-clustering in 4T1 TMEs reveals pro-tumoral activity of mouse specific T cell population

Cells belonging to clusters that mainly contained Cd4, regulatory and γδ T cells, based on the label assignment, were retrieved and re-clustered (see Materials and method). 

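The Cd4-like compartment taken for sub-clustering held between 519 cells in C140 + V and 2046 cells in C140 + αPD-1. It made up from 32.5% (30.6 to 34.3) of the cells in αPD-1 to 67.4% (65.7 to 69.1) in C140 + αPD-1. Cells of clusters with both Cd4 and Cd8a, 527 in all, were divided between the compartments, and 184 of them went to the Cd8-like one.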

The procedure resulted in 7 clusters (Fig. 2A) which can be presented as follows: two progenitor-like Cd4 T cell clusters (0 and 2), characterized by the high expression of *Sell*, *Ccr7*, *Lef1* and *Tcf7* genes (Fig. 2B); a Cd8-like cluster (cluster 3) showing high expression of *Cd8a* gene, these cells are likely a subset of cells deriving from a cluster presenting a mixed cell composition and retrieved because included Cd4 cell population; a Treg-like cell cluster (cluster 1) that presented a high level of *Foxp3* and *Ikzf2* genes; a γδ T cell cluster (cluster 4) that expressed the *Trdc* gene; and finally, two exhausted-like Cd4 T cell clusters (5 and 6) that had a high expression of *Nr4a1* and *Tox* gene markers. Among them, cluster 5 exhibited a more active profile due the high expression of *Cd40Ig* gene but at the same time a higher expression of *Il7r* gene that encodes for a receptor whose ligand was related to tumor progression in γδ T cells [44].

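At resolution 0.2, 7 sub-clusters were found. Gene levels are in CPM of the whole sub-cluster, beside the level in B cells of the same libraries as the background. Lef1 had 589 in sub-cluster 0 (5631 cells) and 539 in sub-cluster 2 (695 cells), against 12.8 in B cells, and Tcf7 had 344 and 308 against 9.13. For Ccr7 the B cells themselves had 390.3. In sub-cluster 1 (1475 cells) Foxp3 reached 132 and Ikzf2 546, against 1.45 and 4.09. Sub-cluster 3 (536 cells) had the highest Cd8a, at 97.4 against 4.28. In it 15.3% of the cells had a UMI of Cd8a and 31.3% one of Cd4, at a median depth of 2620.5 UMIs, while Cd8a had a UMI in 88.3% of the cells of sub-cluster 0 of the Cd8-like compartment, at 5898 UMIs, so the Cd8-like name of sub-cluster 3 rests on the marker rule alone. Sub-cluster 5 (220 cells) had 1684 of Trdc, and no other sub-cluster was above 16.1. Sub-cluster 4 (359 cells) was led by proliferation genes and sub-cluster 6 (180 cells) by interferon-induced genes. Tox was highest in sub-cluster 1, at 201, with 13.4 in B cells. Nr4a1 was highest in sub-cluster 5, at 252, with 229 in B cells, which express it themselves. The next highest was sub-cluster 1, at 146.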

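Among the 7 sub-clusters Cd40lg was highest in the Treg-like sub-cluster 1, at 84.8 CPM, and had 74.5 in sub-cluster 6 and 2.02 in B cells. Scaled without mitochondrial, ribosomal, immunoglobulin and haemoglobin genes, it was highest in sub-cluster 6, at 134.7 against 132.6 in sub-cluster 1. Il7r was highest in the γδ T cell-like sub-cluster 5, at 592, and second in the Cd8-like sub-cluster 3, at 354.3, with 8.09 in B cells.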

**Fig. 2:**
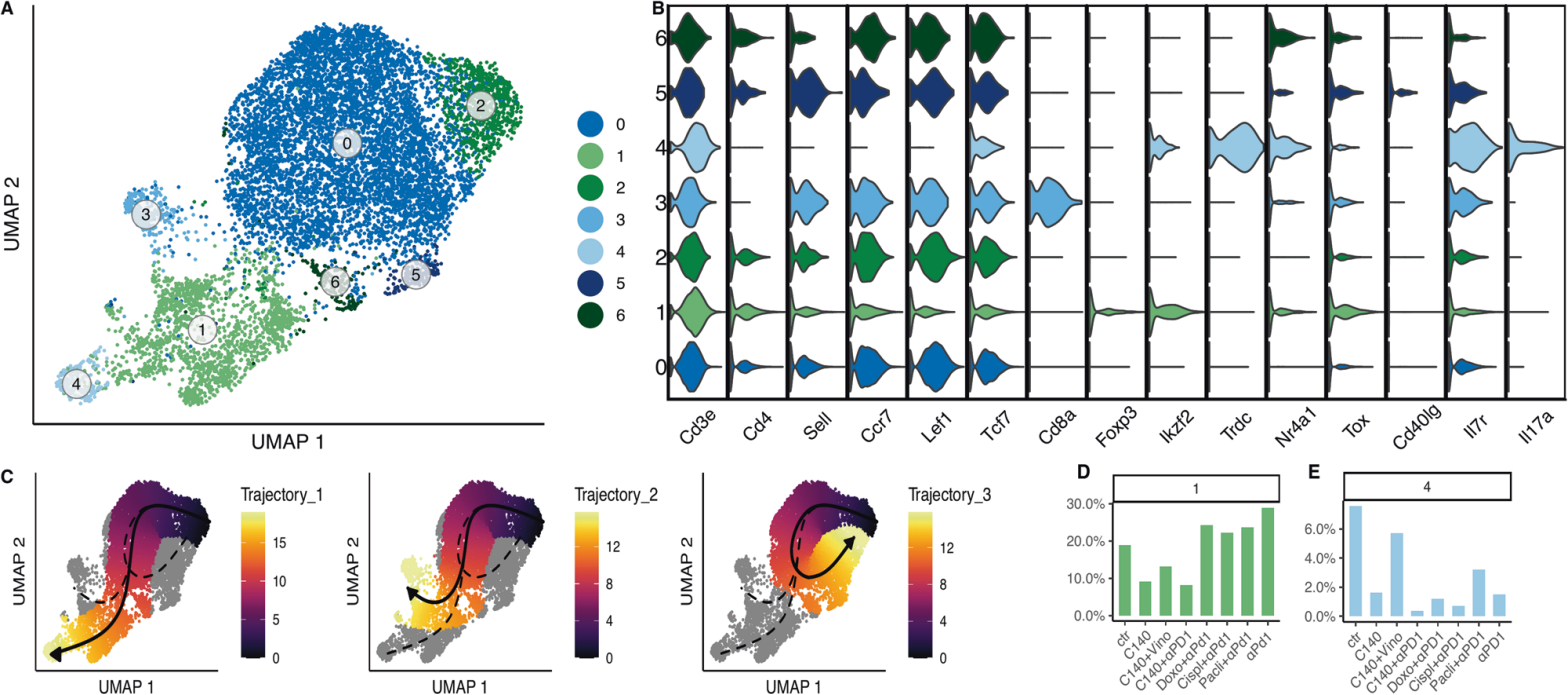
Cd4-like T cell sub-clustering analysis in 4T1. **A** UMAP of Cd4-like T cell sub-clustering in 4T1 cell line TMEs. Each dot refers to a cell. The colors refer to the sub-clusters. **B** Gene signature: the violin plot shows the gene on the x-axis, while the clusters on the y-axis. The colors indicate the corresponding cluster. **C** Pseudotime trajectory: each dot represents a cell color-coded for pseudotime. **D**, **E** Proportions of cells in Cd4 T cell sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted on the y-axis.

UMAP analyses can be used to project the information related to multi-branched trajectories in order to facilitate pseudo-time analysis that measures the relative progression of each of the cells along a biological process of interest without explicit time-series data [45–47].

Computationally imputed pseudotime trajectory confirmed and extended the understanding of this sub-cluster composition (Fig. 2C). 

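Slingshot curves were not fitted here, and the sub-clusters were joined instead by a minimum spanning tree over their centres in 20 components. Sub-cluster 0, the largest, had 4 branches, to sub-clusters 2, 3, 4 and 6. Its distance was 2.31 to the proliferating sub-cluster 4, 2.69 to the Cd8-like one and 3.06 to sub-cluster 2. The Treg-like sub-cluster joined sub-cluster 4 at a distance of 2.49, and the γδ T cell-like one joined the Treg-like one at 4.86. The tree had 4 ends, sub-clusters 2, 3, 5 and 6, and gives no direction or root.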

As previously reported [48], three distinct trajectories or cluster differentiations always starting from the same root (cluster 2) were found. The first connects the root (cluster 2) to the γδ T cell cluster passing by the second progenitor-like cluster (cluster 0). The end of the trajectory in the second trajectory is the Cd8-like cluster (cluster 3). While in the third, cluster 2 generates exhausted-like cluster 5 passing through the other exhausted state (cluster 6) (Fig. 2C).

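Over the 8 conditions, sub-cluster 0 of the Cd4-like compartment ranged from 50.3% (45.9 to 54.7) of the cells in C140 + V to 71.6% (69.5 to 73.5) in C140 + αPD-1. The proliferating sub-cluster 4 ranged from 1.72% (1.102 to 2.54) in P + αPD-1 to 11.4% (8.77 to 14.4) in C140 + V, and the Cd8-like sub-cluster 3 from 2.93% (2.11 to 3.95) in P + αPD-1 to 10.6% (8.08 to 13.6) in C140 + V. Sub-cluster 2 took 0.603% (0.261 to 1.18) in T + αPD-1 and 11.9% (9.78 to 14.3) in D + αPD-1.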

The percentage of cells for each cluster varied significantly among the different conditions (Figs. 2D and S4). Among the most relevant results, a decrease, compared to the control TME, in the percentage of cells belonging to Treg cluster (cluster 1) was observed in treatments with high in vivo efficacy such as C140, C140 + V, C140 + αPD-1 [22] confirming their immunosuppressive activity. γδ T cell cluster (cluster 4) followed a similar pattern, being high in the control and lower than the control in all the treatments (Fig. 2E). This might be associated with a recently discovered mouse pro-tumoral activity of these specific cell populations [44, 49], also confirmed by the high expression of *Il17a*, a marker proved to promote the expansion of pro-tumoral γδ T cells [50]. 

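Treg-like cells made up 16.9% (14.5 to 19.5) of the Cd4-like compartment in the control. With cyclophosphamide they made up 8.90% (7.39 to 10.6) in C140, 13.5% (10.7 to 16.7) in C140 + V and 7.92% (6.78 to 9.17) in C140 + αPD-1, and of these 3 the interval of C140 + V overlaps that of the control. The other treatments had from 20.6% (18.5 to 22.8) in P + αPD-1 to 27.5% (24.4 to 30.7) in αPD-1. The mean was 10.1% over the 3 libraries with cyclophosphamide and 21.7% over the 5 without, a difference of -11.6 percentage points (exact two-sided permutation test over 56 splits, p = 0.0357, the smallest it allows, Benjamini-Hochberg 0.0663). Without integration the difference was -14.7 percentage points (exact permutation p = 0.143, two-sided). Within the libraries of the v2 barcode list it was -13.7 and within those of the v3 list -10.5 percentage points, with 1 library on a side each time and no test. γδ T cell-like cells made up 8.66% (6.896 to 10.7) of the compartment in the control and from 0.293% (0.108 to 0.637) in C140 + αPD-1 to 7.13% (5.07 to 9.69) in C140 + V in the 7 treatments, with overlapping intervals between the control and C140 + V. The control lay 6.37 percentage points above the mean of the treatments, 2.29%, and 1 library against 7 cannot give a p below 0.05. From the lower Treg share under the treatments with high in vivo efficacy, the paper concludes that these cells are immunosuppressive. For γδ T cells it proposes a pro-tumoral activity, from a similar pattern, earlier reports in mice and their high Il17a.

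**Figure D2:**
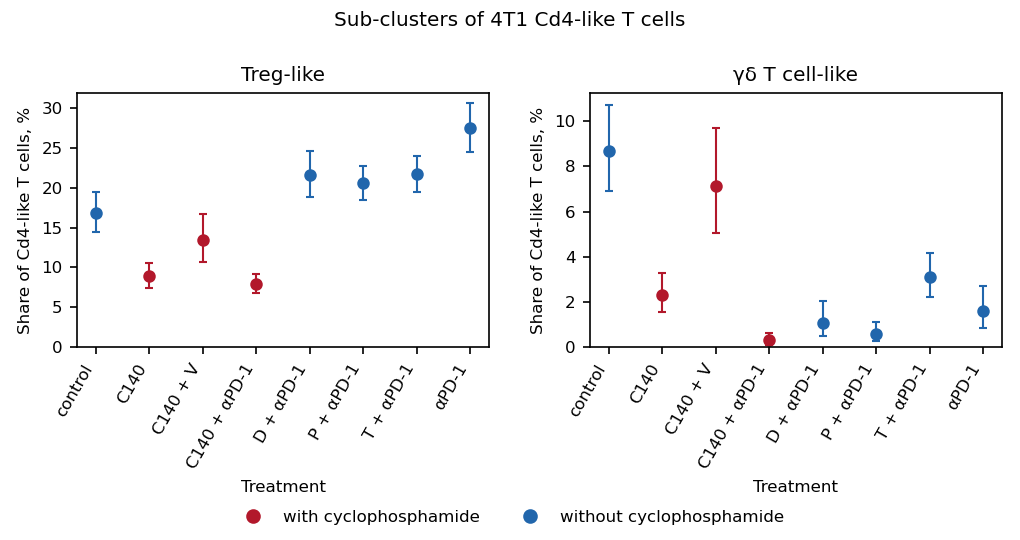
Share of the Cd4-like compartment (vertical axis, percent) in the Treg-like and γδ T cell-like sub-clusters for each of the 8 conditions of 4T1, 1 library each, with exact 95% intervals. The 3 libraries with cyclophosphamide (red) have the 3 lowest Treg-like shares, and the control has the highest γδ T cell-like share, 8.66%.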

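Il17a lies on chromosome 1 of GRCm38 from 20730905 to 20734496. Over all libraries it had 1367 CPM in the γδ T cell-like sub-cluster 5, and the next highest level was 14.0, in the Treg-like sub-cluster. B cells of the same libraries had 0.573. Within sub-cluster 5, with exact 95% Poisson intervals, the level was 1879 (1738 to 2029, 77 cells) in the control, 1838 (1701 to 1983, 37 cells) in C140 + V and 1365 (1246 to 1491, 29 cells) in C140. It was 1391 (1071 to 1776, 13 cells) in αPD-1, 1093 (752 to 1534, 8 cells) in P + αPD-1 and 729 (498 to 1029, 9 cells) in D + αPD-1. The lowest levels were 389.7 (319.7 to 471, 41 cells) in T + αPD-1 and 146 (47.6 to 342, 6 cells) in C140 + αPD-1. UMIs of 1 cell are not independent, so the intervals are too narrow for a comparison of mice.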

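None of the Cd4-like sub-clusters passed the marker rule for exhausted Cd4 T cells, with genes such as Nr4a1, Tox, Pdcd1 and Lag3. The interferon-induced sub-cluster 6, of cells with 99.3 CPM of Tox, made up 1.01% (0.464 to 1.91) of the compartment in the control. It took 0.630% (0.273 to 1.24) in C140, 1.35% (0.544 to 2.76) in C140 + V and 0.684% (0.375 to 1.15) in C140 + αPD-1. In T + αPD-1 it took 5.35% (4.20 to 6.70).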

The two exhausted-like T cell clusters, related in the pseudotime trajectory analysis, had opposite trends with the more exhausted (cluster 6) being more expanded in treatments with high efficacy than cluster 5 (Fig. S4).

### The Cd8 T cell-like composition in the TME of 4T1 TNBC

We carried out a sub-clustering of Cd8-like T cells like as we did for the Cd4; this led to the identification of 7 clusters (Fig. 3A) that can be associated, also in this case, to different cell types on the basis of a series of gene markers (Fig. 3B). 

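The compartment of Cd8-like T cells and NK cells held between 218 cells in C140 + V and 849 in C140 + αPD-1. At resolution 0.3 it also gave 7 sub-clusters. Sub-cluster 6, of 38 cells, was led by B cell genes, and 100% of its cells had a UMI of Cd79a, against 5.68% in sub-cluster 0, at median depths of 9269.5 and 5898 UMIs.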

Two progenitor-like Cd8 clusters (0 and 1) were identified as confirmed by the expression of *Sell*, *Lef1*, *Tcf7* and *Ccr7* genes. 

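Sub-clusters 0 (2185 cells) and 3 (418 cells) passed the marker rule for progenitor cells. Lef1 had 384 and 224 CPM in them, Tcf7 269 and 342, and Ccr7 546 and 400.9. Sub-cluster 1 (791 cells) also had 284 of Lef1 and 237 of Tcf7, and it had the highest Ly6c1, at 563. The progenitor-like share ranged from 35.8% (31.7 to 40.2) in αPD-1 to 85.7% (83.2 to 88.0) in C140 + αPD-1.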

Three clusters (clusters 3, 4 and 6) had terminally differentiated profiles. Specifically, cells belonging to cluster 3 showed high expression of genes associated with proliferation of phase 2 cell cycle such as *Ccnb2*, *Cdk1*, *Mki67* and *Top2a*. 

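Sub-cluster 5 (210 cells) had 154 CPM of Ccnb2, 122 of Cdk1, 189 of Mki67 and 325 of Top2a. The next highest levels, all in sub-cluster 2, were 24.5, 4.32, 14.1 and 22.8. B cells had 31.9 of Ccnb2 and 55.2 of Top2a, with proliferating B cells counted among them.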

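Gzmb was highest in the NK cell-like sub-cluster 4, at 1444 CPM, and second in sub-cluster 2, at 704. Gzmk and Ifng were highest in sub-cluster 2, at 98.9 and 389, with 0.420 and 1.87 in B cells. No sub-cluster carried the name effector by the marker rule, and sub-cluster 2 carried the name exhausted Cd8 T cell.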

Cluster 4 was the most active cluster since it presented high levels of *Gzmb*, *Gzmk*, *Ifng* and *Ly6c1* genes, markers characteristic of effector cells. Furthermore, cluster 6 was defined as exhausted-like Cd8 cluster since it had high levels of *Pdcd1*, *Lag3*, *Ctla4*, *Havcr2* gene expression. 

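Sub-cluster 2 (491 cells) passed the marker rule for exhausted Cd8 T cells. It had 322.1 CPM of Pdcd1, 471 of Lag3, 172 of Ctla4 and 56.5 of Havcr2, where B cells had 1.22, 2.902, 10.4 and 0.458. The second highest levels of these genes were in the sub-cluster led by B cell genes, at 225, 394, 145 and 39.9.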

Finally, cluster 5 was associated with NKs as the high level of *Ncr1* gene expression suggested (Fig. 3B).

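Ncr1 had 1486 CPM in sub-cluster 4 (347 cells), against 72.7 in the sub-cluster with the next highest level and 0.878 in B cells. This NK cell-like sub-cluster made up 10.6% (7.58 to 14.2) of the compartment in the control and 2.94% (1.91 to 4.32) in C140 + αPD-1, its lowest share.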

**Fig. 3:**
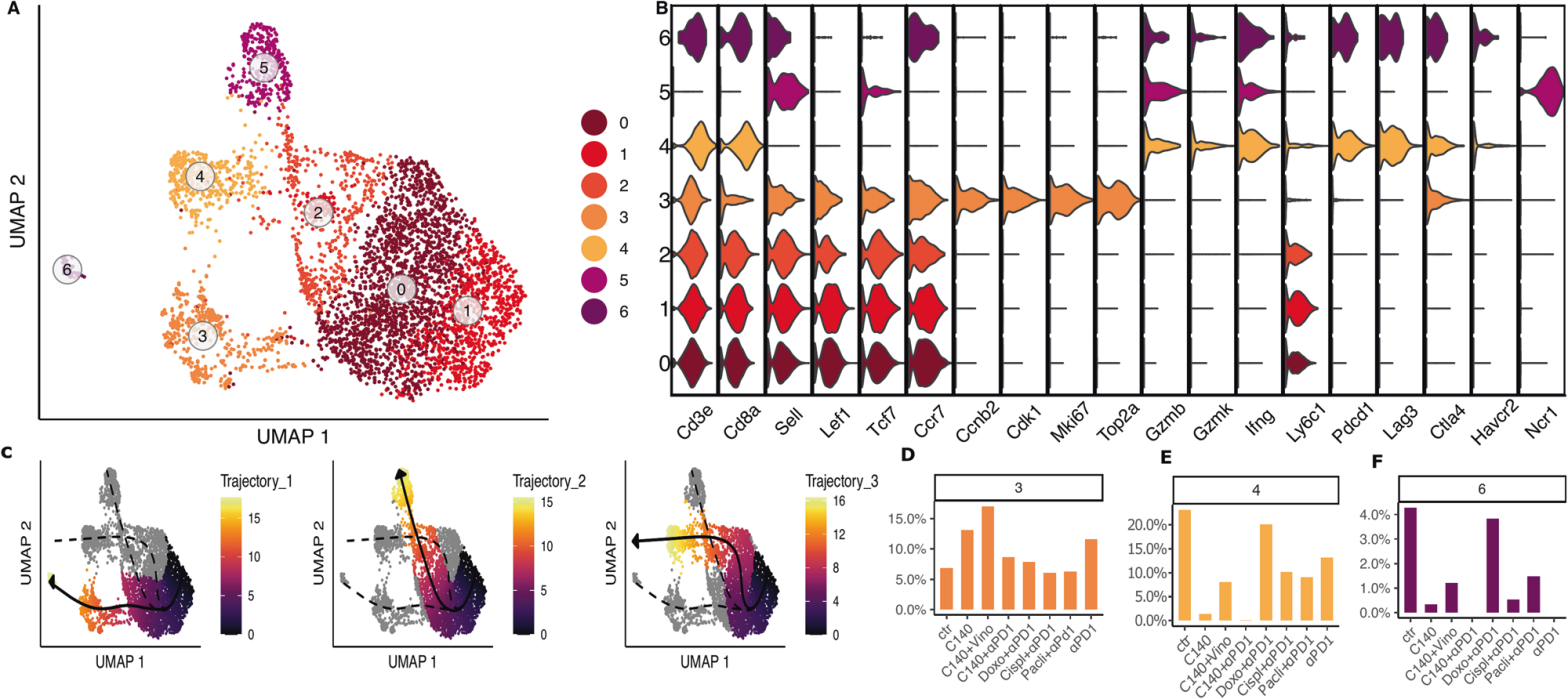
Cd8-like T cell sub-clustering analysis in 4T1. **A** UMAP of Cd8 T cell sub-clustering in 4T1 cell line. Each dot refers to a cell. The colors refer to the sub-clusters. **B** Gene signature: the violin plot shows the genes on the x-axis, while the clusters on the y-axis. The colors indicate the corresponding cluster. **C** Pseudotime trajectory: each dot represents a cell color-coded for pseudotime. **D**–**F** Proportions of cells in each 4T1 Cd8-like T cell sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted on the y-axis.

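Of the compartment of Cd8-like T cells and NK cells, 1.94% (0.785 to 3.97) in the control belonged to the proliferating sub-cluster with Mki67. Its share was 8.29% (6.37 to 10.6) in C140, 7.34% (4.25 to 11.6) in C140 + V, 4.24% (2.99 to 5.82) in C140 + αPD-1 and 5.91% (4.02 to 8.32) in αPD-1. The mean was 6.62% over the 3 libraries with cyclophosphamide and 3.74% over the 5 without (exact permutation p = 0.107, two-sided, Benjamini-Hochberg 0.127), so the difference of 2.88 percentage points was not larger than the spread between libraries. It was 0.168 percentage points within the v2 barcode list and 5.41 within the v3 list.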

Looking at the sub-cluster cell proportions along the conditions (Fig. S5), one of the most relevant results was that the highly proliferative Cd8 T cells belonging to cluster 3 increased in TMEs treated with C140 and almost doubled their percentage, compared to the control, in C140 alone and C140 + V treated TMEs, underlining a possible anti-tumoral effect. 

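The sub-cluster with the highest Pdcd1, Lag3, Ctla4 and Havcr2 made up 27.2% (22.7 to 32.1) of this compartment, NK cells included, in the control. Its share was 2.11% (1.18 to 3.45) in C140, 11.5% (7.56 to 16.5) in C140 + V and 0.824% (0.332 to 1.69) in C140 + αPD-1. In the other treatments it lay between 11.3% (8.88 to 14.1) in P + αPD-1 and 21.4% (17.7 to 25.6) in D + αPD-1. The mean was 4.80% with cyclophosphamide and 17.8% without (exact permutation p = 0.0714, two-sided, Benjamini-Hochberg 0.0929). As a share of all cells of the library, the difference was -2.41 percentage points (exact permutation p = 0.0357, two-sided). Within the v2 and v3 barcode lists the difference in share of the compartment was -18.1 and -6.22 percentage points.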

An opposite trend was recorded for the exhausted-like Cd8 T cluster (cluster 6): their cells decreased or were not found in treatments that involved cyclophosphamide while they were present in high percentage in the untreated TME. Similarly, cluster 4 was found enriched in the untreated control while its percentage of cells dropped down in C140, C140 + V and C140 + αPD-1 treatments (Fig. 3D–F).

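The sub-cluster led by B cell genes, which has the second highest levels of the exhaustion genes, held 4.72% (2.77 to 7.45) of the compartment of Cd8-like T cells and NK cells in the control, 3.42% (1.92 to 5.57) in D + αPD-1 and 0.459% (0.0116 to 2.53) in C140 + V. In C140 it held 0 of 712 cells, which allows up to 0.421% by 3 counts and 0.517% by the exact 95% interval, and in C140 + αPD-1 0 of 849 cells, which allows up to 0.353% by 3 counts and 0.434% by the exact 95% interval. From the higher share of proliferating Cd8 T cells under cyclophosphamide the paper proposes an anti-tumoral effect, and it sets the exhausted-like cells beside it as the opposite trend.

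**Figure D3:**
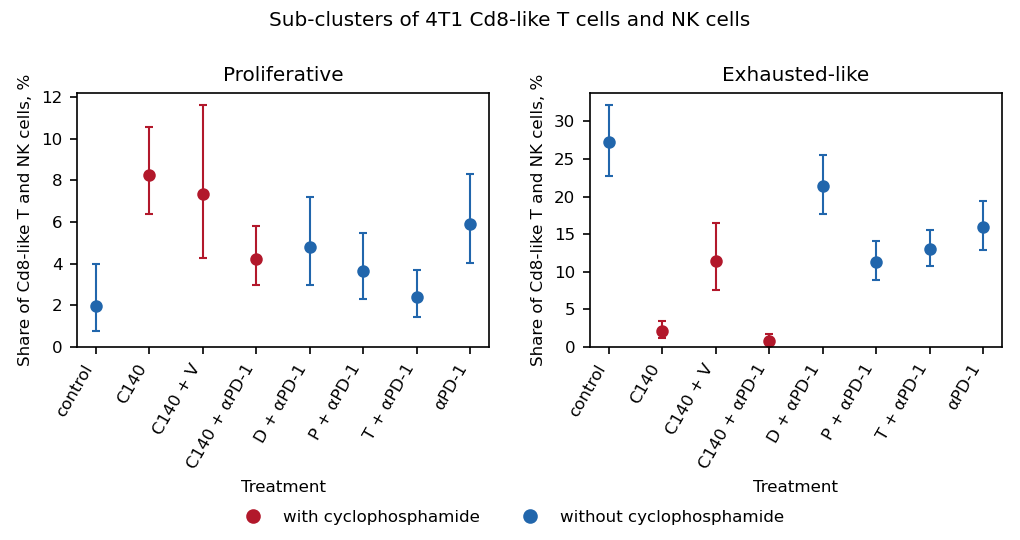
Share of the Cd8-like T cells and NK cells together (vertical axis, percent) in the proliferative and exhausted-like sub-clusters for each of the 8 conditions of 4T1, 1 library each, with exact 95% intervals. The control has the lowest proliferative share, 1.94%, and the highest exhausted-like share, 27.2%.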

Additionally, phenotypic heterogeneity along the Cd8 T cell-like sub-clusters, as for that of the Cd4 cells, was visualized using trajectory analyses. As for the Cd4 sub-clustering, the trajectory of Cd8 sub-clusters (Fig. 3C) revealed three distinct lineages that share a common cluster as root. This cluster was the progenitor-like cell cluster 1. 

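In the same kind of tree over the centres of the Cd8-like sub-clusters, made in 18 components, sub-clusters 1 and 3 had 3 branches each and lay 2.38 apart. The exhausted-like sub-cluster joined sub-cluster 3 at a distance of 2.91, and the NK cell-like one joined it at 4.65. Sub-cluster 0 joined sub-cluster 1 at 1.69, and the proliferating sub-cluster joined it at 2.54. The ends were sub-clusters 0, 2, 4 and 6.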

The first trajectory linked the root with the most-exhausted Cd8 cluster (cluster 6). The second related cluster 1 with the cluster referred to NKs; while the third showed a connection with the most-active Cd8 cluster (cluster 4) passing through cluster 2 as for the second trajectory. This analysis confirms both the assignment done previously and the gene expression signature for each cluster.

### M1- and M2 -like tumor associated macrophages populations in the EMT6 TMEs

Abundance in macrophages found in EMT6 TMEs allowed a sub-clustering of these cells. This led to the identification of 9 clusters of cells sharing similar transcriptional profiles (Fig. 4A); of which clusters 2, 5 and 6 were associated to a M2-macrophage subtype because of the expression of *Cx3cr1* gene and the negative expression of *Ly6c1* gene [51] (Fig. 4B). Specifically, cluster 6 presented moderate expression of the *Arg2* gene and less extent of *Ptgs2* gene that results in immune suppression [52]. Instead, cells belonging to cluster 5, highly expressed gene markers associated with proliferation such as *Ccnb2*, *Mki67* and *Top2a* genes defining this cluster as M2-like proliferative. 

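The macrophages and monocytes taken for sub-clustering numbered between 640 in P + αPD-1 and 4479 in C140 + V. In the control they numbered 1364.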

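At resolution 0.4, 13 sub-clusters were found. Cx3cr1 was highest in the proliferating sub-cluster 5, at 338 CPM, and had 337 in sub-cluster 10 and 308 in sub-cluster 1. T cells of the same libraries had 21.1. In sub-clusters 1 and 5, Ly6c1 had 27.4 and 21.7, below the 58.9 of T cells. Sub-cluster 4 (1294 cells) was led by T cell genes, with a UMI of Cd3e in 93.4% of its cells against 5.43% in sub-cluster 0, at median depths of 22024.5 and 16012 UMIs. It ranged from 1.36% (1.04 to 1.75) of the macrophages in C140 + V to 36.5% (33.2 to 40.0) in C140 + V + αPD-1.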

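Sub-cluster 6 (1084 cells) passed the marker rule for Arg2 macrophages. It had 199 CPM of Arg2, against 151 in sub-cluster 7 and 5.53 in T cells, and the highest Arg1, at 4636. Ptgs2 was highest in sub-cluster 7, at 197, and had 97.2 in sub-cluster 6.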

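Sub-clusters 5 (1136 cells) and 12 (153 cells) were both called proliferating. Ccnb2 had 155 and 139.7 CPM in them, Mki67 138 and 139, and Top2a 195 and 246. Sub-cluster 5 also had 2329.7 of C1qa, while sub-cluster 12 had 404.2 and was led by Mgl2 and Ccl17.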

While cluster 2 highly expressed *C1qa*/*C1qc* genes that were found upregulated in a previously reported M2-like tumor associated macrophage cluster [42].

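In sub-cluster 1 (1966 cells), which passed the marker rule for M2-like macrophages, C1qa had 4888 and C1qc 2864 CPM. Sub-cluster 8, led by Cxcl9, had higher levels, 5631 and 3827. T cells had 123 and 80.0.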

**Fig. 4:**
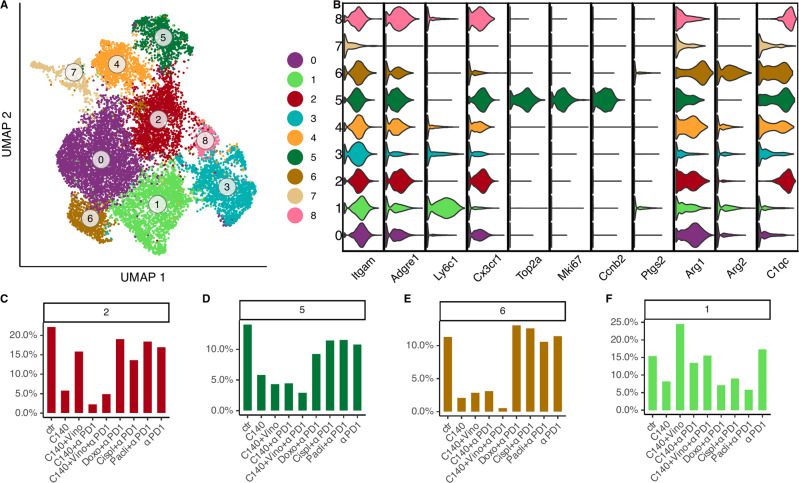
Macrophage-like cell sub-clustering analysis in EMT6. **A** UMAP of macrophages sub-clustering in EMT6 cell line. Each dot refers to a cell and the colors refer to the sub-clusters. **B** Gene signature: the violin plot shows the genes on the x-axis, while the clusters on the y-axis. The colors indicate the corresponding cluster. **C**–**F** Proportions of cells in each EMT6 macrophages sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted on the y-axis.

On the other hand, cluster 1 resulted in being associated with a M1-like macrophagic population due to the expression of *Ly6c1/Ly6c2* gene [51, 53]. 

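Ly6c1 and Ly6c2 were highest in the interferon-induced sub-cluster 3 (1343 cells), at 643 and 1588 CPM. Sub-cluster 7 (671 cells), the only one to pass the marker rule for M1-like macrophages, followed with 475 and 1191. T cells had 165 of Ly6c2. Cluster names beyond these stay open for several of the 13 sub-clusters, among them the largest, sub-cluster 0 (3833 cells).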

The remaining clusters, due to the continuous expression of most gene markers along multiple cell populations, were of uncertain classification as also observed in [54] and [55].

Observing the proportion of cells for each cluster among the different conditions, the most relevant results were shown when observing the M2-like clusters 2, 5 and 6 (Fig. 4C–E, Fig. S6). They exhibited a similar trend; indeed, their number of cells had high frequencies in the untreated condition and decreased in all the treatments involving cyclophosphamide. On the other hand, M1-like cluster 1 exhibited a remarkable increase only with cyclophosphamide combined with vinorelbine (C140 + V) treatment (Fig. 4F).

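The M2-like sub-cluster made up 18.9% (16.9 to 21.1) of the macrophages in the control. Its mean was 6.69% over the 4 libraries with cyclophosphamide and 17.1% over the 5 without, a difference of -10.4 percentage points (exact permutation p = 0.0317, two-sided over every split of the 9 libraries, Benjamini-Hochberg 0.0663). C140 + V, at 14.3% (13.3 to 15.3), lay above P + αPD-1, at 13.1% (10.6 to 16.0), with overlapping intervals. Proliferating macrophages, which include sub-cluster 12 with Mgl2 and Ccl17 as its leading genes, made up 14.4% (12.6 to 16.4) of the control and had means of 6.29% and 12.4% (exact permutation p = 0.0159, two-sided, the smallest of this design, Benjamini-Hochberg 0.0516). Sub-cluster 5 alone held between 3.00% and 5.46% of the libraries with cyclophosphamide and between 9.64% and 13.6% of those without. Arg2 macrophage-like cells made up 11.3% (9.66 to 13.1) of the control and had means of 3.2% and 11.9%, with the same exact permutation p and every library with cyclophosphamide below every one without. The M2-like difference moved most without integration, to -1.73 percentage points (exact permutation p = 0.952, two-sided). As shares of all cells, the M2-like, proliferating and Arg2 macrophage-like cells fell by 2.602, 1.14 and 3.16 percentage points (exact permutation p = 0.429, 0.508 and 0.111, two-sided). Within the v2 barcode list the 3 differences were -14.1, -4.68 and -8.04, and within the v3 list -3.73, -7.65 and -8.94 percentage points, in groups too small for the exact permutation test to reach 0.05 two-sided. From M2-like macrophages enriched without treatment and under treatments with poor in vivo efficacy, the paper concludes a pro-tumoral activity, which it calls known.

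**Figure D4:**
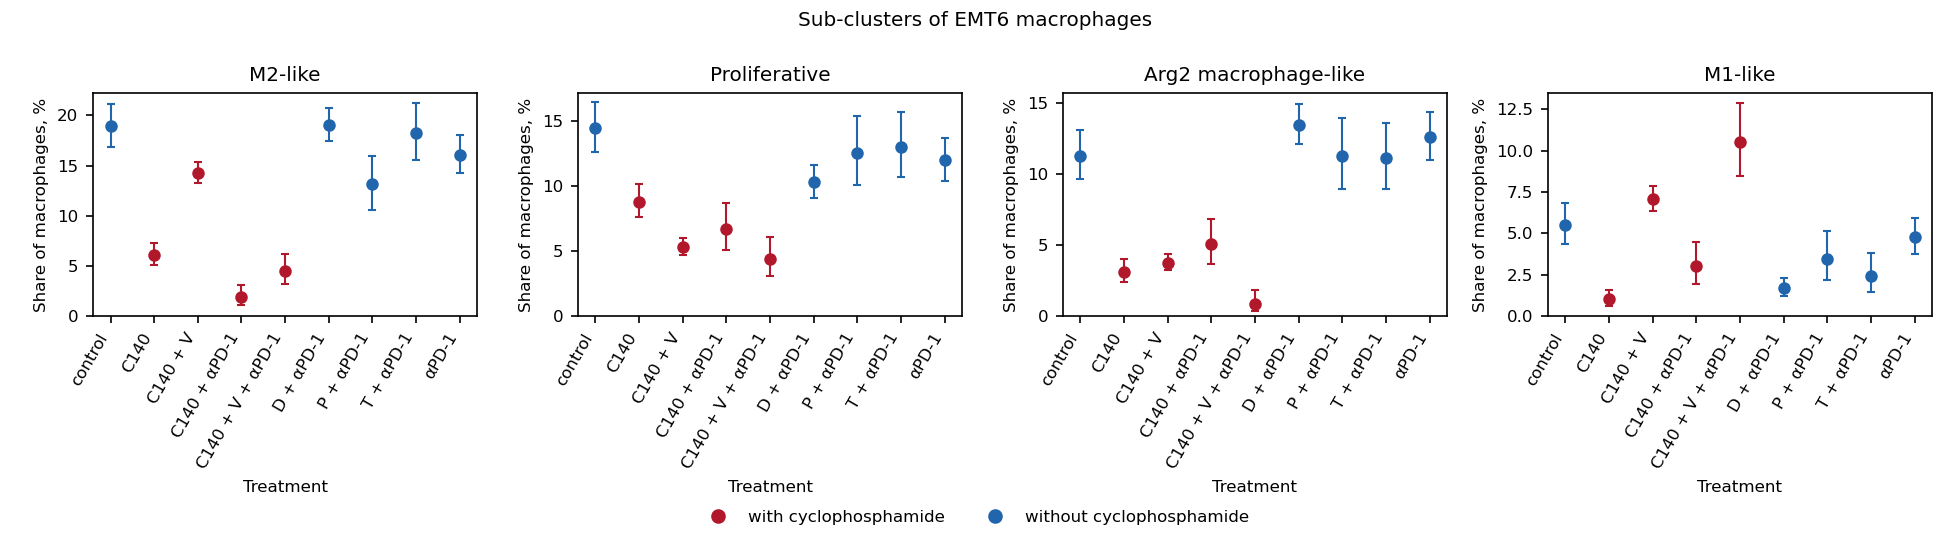
Share of the macrophages (vertical axis, percent) in the M2-like, proliferative, Arg2 macrophage-like and M1-like sub-clusters for each of the 9 conditions of EMT6, 1 library each, with exact 95% intervals. The proliferative and Arg2 macrophage-like shares with cyclophosphamide (red) all lie below those without (blue). The M1-like share leaves out the interferon-induced sub-cluster, which has the highest Ly6c1.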

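M1-like macrophages made up 10.5% (8.47 to 12.9) of the macrophages in C140 + V + αPD-1 and 7.06% (6.32 to 7.84) in C140 + V, against 5.50% (4.35 to 6.84) in the control. They made up 1.02% (0.62501 to 1.57) in C140 and 3.03% (1.95 to 4.48) in C140 + αPD-1. The means with and without cyclophosphamide were 5.41% and 3.56% (exact permutation p = 0.429, two-sided). Without integration the difference of 1.85 percentage points became -2.66 (exact permutation p = 0.127, two-sided), and within the v2 barcode list it was -1.56, both of the opposite sign. These M1-like values are of sub-cluster 7 alone, paired by the marker rule. The interferon-induced sub-cluster with the highest Ly6c1 made up 16.1% (15.0 to 17.2) in C140 + V, 10.4% (8.95 to 12.1) in αPD-1 and 9.38% (7.89 to 11.1) in the control. Counted with the M1-like one, an alternative chosen only after the result was seen, the share was highest in C140 + V. All 9 of the paper's values were then reached within the limits of the closing section, so the test above does not bear on the paper's cluster.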

### Common B cell sub-cluster proportions on both the cell line TMEs

Thanks to the comparable number of cells classified as B cells in the two TNBC cell line TMEs, we explored similarities and differences of the sub-clustering of these cell populations (Fig. 5). 

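The B cells of a library numbered from 63 in C140 + αPD-1 to 1366 in T + αPD-1 in 4T1. In EMT6 they numbered 3 in C140, 20 in C140 + V and 38 in C140 + αPD-1, and up to 1709 in P + αPD-1.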

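At resolutions 0.1 and 0.2, 5 sub-clusters of B cells were found in 4T1 and 8 in EMT6. The last of each was led by T cell genes, with 62 cells in 4T1 and 34 in EMT6. Cd3e had a UMI in 93.5% and 79.4% of their cells, against 5.74% in sub-cluster 0 of 4T1 and 2.51% in that of EMT6. The median depths of these sub-clusters were 13391 against 4372 UMIs in 4T1 and 7861 against 3424 in EMT6.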

The TMEs of the 4T1 cell line displayed five clusters, while eight were the clusters observed in the TMEs of EMT6. Strikingly, the EMT6 model had a more structured sub-clustering revealing more sub-populations. Among these, EMT6 cluster 4 resembled a interferon-induced naive B cell (expression of *Ifit3*) and clusters 1 and 2, as part of cells belonging to cluster 1 in the 4T1, were classified as an intermediated state between proliferative and naive-like B cells as clear by the expression of *Pim1* (Fig. 5C, D) [56]. On the other hand, clusters 2 and 3, in 4T1 and EMT6 respectively, had a similar transcriptional profile attributable to a proliferative B cell population, as confirmed by the expression of *Mki67* and *Mcm5* genes [39, 57]. Similarly, cluster 4 and cluster 7, in 4T1 and EMT6 respectively, highly expressed *Cd38* gene but not *Mki67* (Fig. 5C, D). These genes have been associated with germinal B cells. 

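In EMT6, sub-cluster 5 (162 cells) had 482 CPM of Ifit3, and the next highest level was 64.5. Pim1 had 442 in sub-cluster 1 (602 cells) of EMT6 and 413 in sub-cluster 1 (1466 cells) of 4T1, against 99.1 and 116 in sub-cluster 0. T cells of the same libraries had 452 and 443 of Pim1. In EMT6, sub-clusters 2 and 4 also passed the marker rule for intermediate B cells, with 126.4 and 228. Highest among all sub-clusters of 4T1 was the one led by T cell genes, at 588.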

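Sub-cluster 2 (285 cells) in 4T1 and sub-cluster 3 (240 cells) in EMT6 had 219 and 246 CPM of Mki67, and 164 and 218 of Mcm5. The second highest levels were 20.4 and 7.902 for Mki67 and 60.3 and 33.4 for Mcm5. Both sub-clusters also passed the marker rule for germinal B cells, with 8 of its genes raised.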

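Cd38 was highest in the naive-like sub-cluster 3 (128 cells) of 4T1, at 124 CPM, and in sub-cluster 4 (217 cells) of EMT6, at 106. Their exact 95% Poisson intervals (86.9 to 172 and 81.4 to 136) overlap those of sub-cluster 0 (89.6 to 101 and 85.9 to 98.4). T cells had 6.05 and 5.73. The sub-clusters that passed the marker rule for germinal B cells had the lowest Cd38, 12.0 in 4T1 and 9.07 in EMT6. In the sub-clusters led by T cell genes it had 44.0 and 28.7.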

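In 4T1, Cd27 was highest in the B cell sub-cluster led by T cell genes, at 93.0 CPM, with 24.1 in sub-cluster 3 and 199 in T cells. Xbp1 was highest in the proliferating sub-cluster, at 78.2, with 29.4 in T cells. At the resolution of 0.1 no sub-cluster of 4T1 passed the marker rule for plasma B cells, and at 0.2 none did in EMT6.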

Notably, one cluster on the 4T1 (cluster 3) displayed a gene signature typical of plasma B cells (high expression of *Cd27*, *Cd38, Xbp1*) [39, 40] that was not observed in the EMT6 counterpart despite the higher number of subpopulations retrieved. As reported from the scRNA-seq analysis of human nasopharyngeal carcinoma TMEs [25], a large number of less differentiated B cell subpopulations identified as naive-like cells were found on both the cell line TMEs. This was the case of cluster 0 for both 4T1 and EMT6, characterized by the expression of *Ighm*, *Ighd* but not *Cd27* [25, 40].

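Sub-cluster 0 held 2334 cells in 4T1 and 2553 in EMT6, with 1600.2 and 2146 CPM of Ighm, and 789.7 and 982 of Ighd. T cells had 126.3 and 121 of Ighm and 7.53 and 3.83 of Ighd. Cd27 had 18.9 and 25.8 in sub-cluster 0, below the level of T cells. With fewer than 3 naive markers raised over the other sub-clusters, it kept no name, and sub-clusters 3 of 4T1 and 6 (132 cells) of EMT6 passed the marker rule for naive B cells. Ighd reached 886 and 1039 there.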

**Fig. 5:**
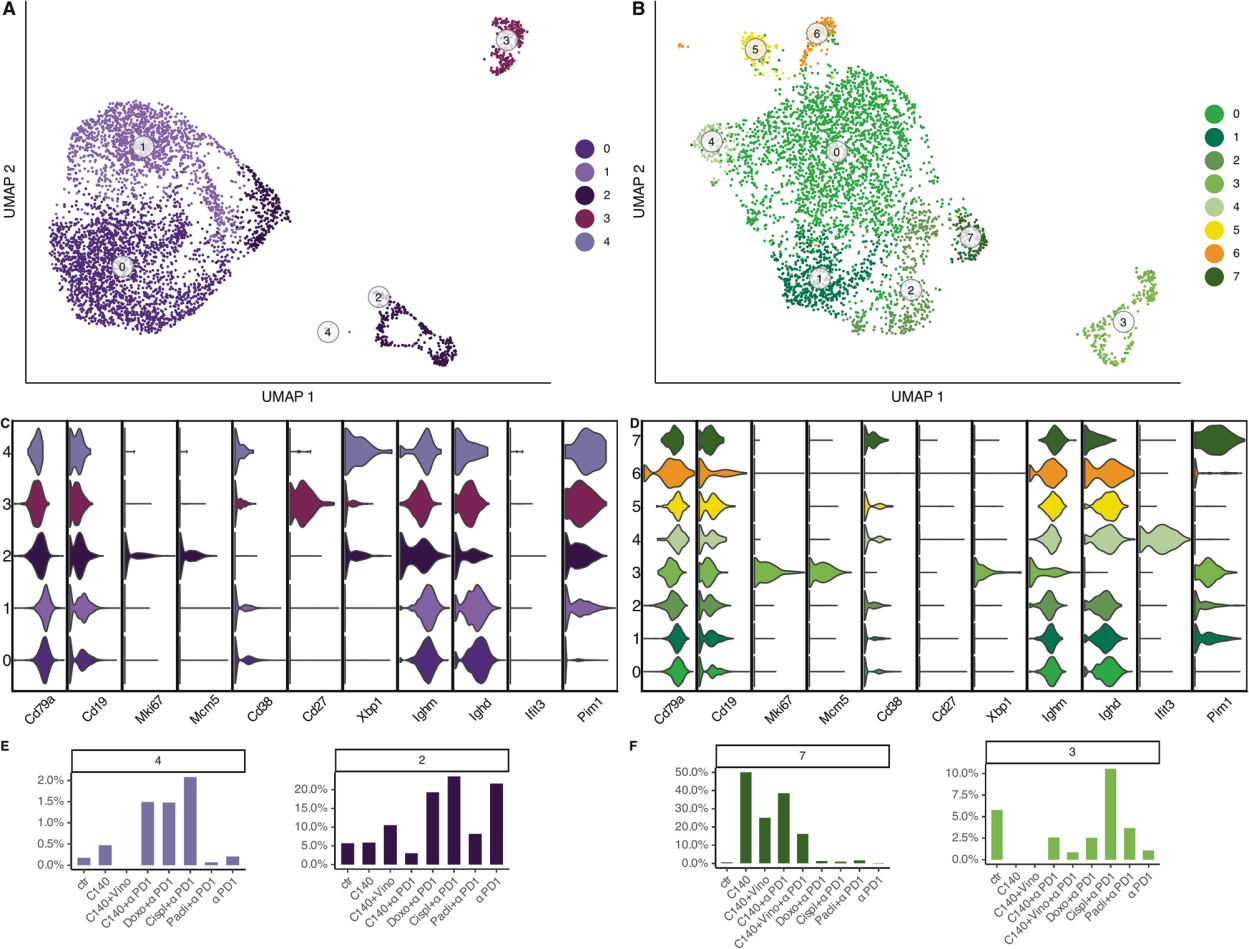
B-like cell sub-clustering analysis in 4T1 and EMT6. UMAP of B cell sub-clustering in 4T1 **A** and EMT6 **B**. Gene signature of B cell sub-clustering in 4T1 **C** and EMT6 **D**. Proportions of cells in relevant 4T1 **E** and EMT6 **F** B cell sub-clusters among different conditions.

Strikingly, the proportions of cells sharing the same transcriptional profile were generally comparable between the treated and untreated TMEs of the two cell lines. Indeed, the germinal B cells (cluster 4 and 7, in 4T1 and EMT6 respectively) in the untreated sample were few while in the C140 + αPD-1 treatments increased in both the murine models (Fig. 5F–H). In addition, similarities on the proportions of the proliferative B cell clusters were found. Specifically, cluster 2, for 4T1, decreased only in correspondence of cyclophosphamide alone or in combination with the immunotherapy compared to the control; while the percentage of cells in cluster 3 in EMT6 decreased in all the treatments but the cisplatin in combination with anti-PD-1 (Fig. 5E, G). 

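Sub-cluster 0 made up 37.4% (33.0 to 41.9) of the B cells of the 4T1 control and 65.3% (57.8 to 72.3) of those of the EMT6 control. With αPD-1 alone the shares were 63.4% (58.8 to 67.9) and 73.5% (70.2 to 76.7), and with T + αPD-1 93.3% (91.8 to 94.5) and 65.0% (61.7 to 68.3). With C140 + αPD-1 they were 14.3% (6.75 to 25.4) in 4T1 and 7.89% (1.66 to 21.4) in EMT6.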

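The only sub-cluster to pass the marker rule for germinal B cells in each line was the proliferating one. In the controls it held 2.51% (1.301 to 4.34) of the B cells in 4T1 and 5.68% (2.76 to 10.2) in EMT6. In C140 + αPD-1 it held 0 of 63 cells, which allows up to 4.76% by 3 counts and 5.69% by the exact 95% interval, in 4T1, and 1 of 38 cells, 2.63% (0.0666 to 13.8), in EMT6. An increase over the control was not detectable at this depth. In EMT6, over all libraries, the mean germinal-like share was 0.869% with cyclophosphamide and 4.55% without (exact permutation p = 0.0635, two-sided, Benjamini-Hochberg 0.0917). With the chemistry of Table 1 in place of the barcode lists, the difference of -3.68 became 13.7 percentage points, with the opposite sign (exact permutation p = 0.857, two-sided). The sub-clusters led by T cell genes held 1.25% (0.461 to 2.71) of the B cells in the control and 0 of 63 in C140 + αPD-1 in 4T1, and 1.14% (0.138 to 4.04) and 2.63% (0.0666 to 13.8) in EMT6.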

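In 4T1, 0.254% (0.00643 to 1.41) of the B cells in C140 and 1.86% (0.852 to 3.49) in C140 + V belonged to the proliferating sub-cluster. T + αPD-1 had 2.27% (1.55 to 3.21), near the control, and D + αPD-1 11.6% (9.10 to 14.5). The means were 0.703% over the 3 libraries with cyclophosphamide and 10.5% over the 5 without (exact permutation p = 0.0357, two-sided, the smallest of this design, Benjamini-Hochberg 0.0663). Without doublet removal the difference was -8.78 percentage points (exact permutation p = 0.179, two-sided), and as a share of all cells it was -1.82 (p = 0.0714 in the same exact test). Within the v2 and v3 barcode lists it was -12.6 and -1.21 percentage points. In EMT6 the share was 3.50% (2.36 to 4.99) in T + αPD-1, 1.68% (0.460 to 4.25) in D + αPD-1, 1.19% (0.546 to 2.25) in αPD-1 and 0.846% (0.231 to 2.15) in C140 + V + αPD-1. C140 had 0 of 3 cells, which allows up to 70.8% by the exact 95% interval, and C140 + V 0 of 20 cells, which allows up to 15% by 3 counts and 16.8% by the exact 95% interval, so that a decrease was not detectable there. The paper states that the proportions of proliferating B cells have similarities between the lines, and from P + αPD-1 it proposes a common behavior under this combination.

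**Figure D5:**
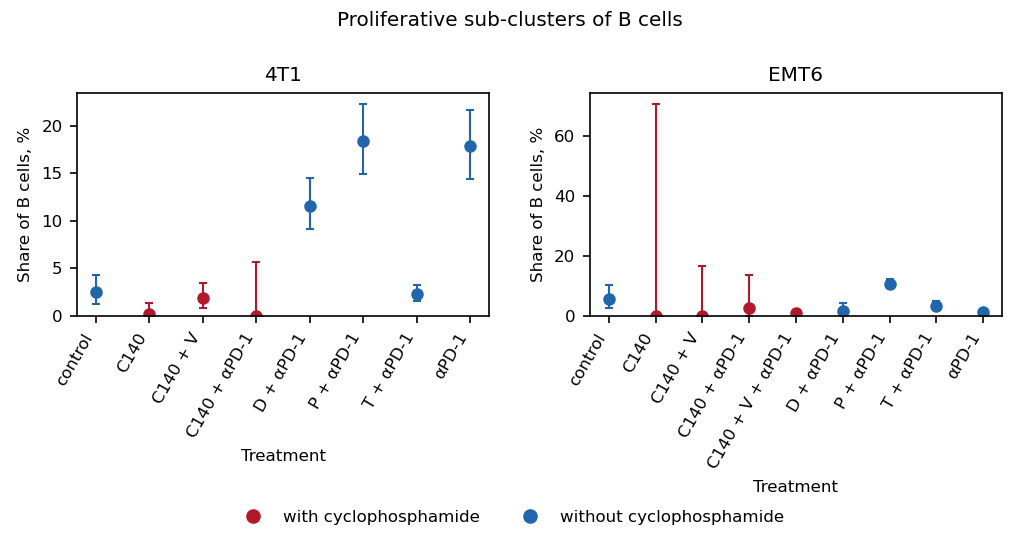
Share of the B cells (vertical axis, percent) in the proliferative sub-cluster for each of the 8 conditions of 4T1 and the 9 of EMT6, 1 library each, with exact 95% intervals. In 4T1 the 3 libraries with cyclophosphamide (red) have the 3 lowest shares, and in EMT6 the interval of C140 rests on 3 cells.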

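In P + αPD-1 the proliferating sub-cluster held 18.4% (15.0 to 22.3) of the B cells in 4T1, the highest of the 8 libraries, and αPD-1 alone followed with 17.8% (14.4 to 21.7), within its interval. In EMT6, P + αPD-1 held 10.7% (9.28 to 12.3), and the control was second among the 9 libraries. Without P + αPD-1, the EMT6 difference between libraries with and without cyclophosphamide was -2.14 percentage points.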

Interestingly, Cispl + αPD-1 condition presented the highest percentage of proliferative B cells for both the clusters, suggesting a common behavior of the two tumors in response to this specific combination of treatment (Figs. 5C and S7).

## Discussion

Here we report a fine characterization of the immune transcriptional profiles of almost 50,000 single cells in two TNBC murine cell line TMEs. Major differences included a major macrophagic component in the EMT6 TME versus a great number of Cd4^-^ and Cd8^-^ T cells into 4T1 TME. A comparable percentage of B cells and neutrophils were observed in both models. This is in agreement with flow cytometry (FC) results [21]; however, scRNA-seq analyses include less cells versus FC; moreover, comparing populations previously characterized by FC with surface protein markers, and for which a gene expression profile is unknown, with cell populations finely characterized by gene expression profiles using scRNA-seq technique is challenging.

Sub-clustering of T cells in the TMEs of the 4T1 cell line revealed previously uncharacterized sub-populations with unique transcriptional profiles. Trajectory analyses highlighted some of these populations as intermediate states and identified a tripartite differentiation for both Cd4- and Cd8- like T cells as also reported in human TNBC TMEs [48]. Subsets associated with regulatory and γδ T cells (expressing high level of *Il17a*) decreased in conditions with a higher pre-clinical efficacy in in vivo experiments [22]. Although the association of regulatory T cells and poor prognosis in multiple cancer types has been widely characterized, the pro-tumoral activity of γδ T cells in murine TNBC was poorly or never observed at scRNA-seq level [58], therefore, here we helped in validating their function along with the expression of *Il17a* [44, 50]. These data will help to better understand the role of this specific subset. We also confirmed the increase of exhausted-like Cd8 T cell subpopulation in pre-clinical treatments with low in vivo efficacy and in the untreated samples [22]. This is in line with tumor escape by expression of checkpoint inhibitors [15]. On the other hand, a proliferative Cd8-like T cell sub-cluster (expressing high levels of Mki67) was found to increase in correspondence of the treatments with cyclophosphamide alone or in combination with other chemotherapy/immunotherapy. This is in accordance with the association of proliferative Cd8 T cells and better outcome in cancer [59].

Macrophage-like cells on the TMEs of EMT6 TNBC revealed subtypes expressing genes related to M2-like macrophages enriched in untreated condition and in treatments with poor efficacy in in vivo experiments [22]. This confirms their known pro-tumoral activity [60]. Contrarily, clusters expressing genes related to M1-like macrophages were increased after efficient preclinical treatments.

Finally, we noted a common behavior along some conditions (C140 + αPD-1, C140 + V and Cispl+αPD-1) of two B cell sub-clusters presenting similar gene signatures in both the murine tumor cell lines. These clusters were associated with proliferative B and germinal B cells and followed opposite trends for some of the high efficacy treatments. The alkylating agent cisplatin in combination with the immunotherapy αPD-1 favored the expansion of germinal B cells. 

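At a resolution of 0.2, the higher one tried, 8 sub-clusters of 4T1 B cells were found. One of them (224 cells) passed the marker rule for plasma B cells with 3 of its genes raised and none among its 10 leading genes. The raised genes were Irf4, Cd38 and Mzb1, and Fcrl5 and Dnase1l3 led the sub-cluster, so the plasma name rests on the marker rule alone. It held 2.71% (1.45 to 4.60) of the B cells in the control, 10.9% (8.01 to 14.4) in C140, 20.8% (17.3 to 24.7) in C140 + V and 23.8% (14.0 to 36.2) in C140 + αPD-1. The mean was 18.5% with cyclophosphamide and 1.87% without, a difference of 16.6 percentage points (exact permutation p = 0.0357, two-sided). The stated resolution gave no such sub-cluster.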

Plasma B cells, only identified in 4T1 TME, increased after most efficient treatments (Fig. S7), confirming their association with improved survival [61, 62].

Our fine-scale characterization of the immune TME could be used as a resource to novel studies with the aim to improve the choice of treatment in TNBC patients.

### Future perspectives and limitations of the study

In this context a detailed extension and validation of the analyses is required due to some limitations related to scRNA-seq. The number of cells in some sub-clusters were really low and therefore a more detailed analyses either using classic FC or a scRNA-seq only on sorted cells belonging to those specific sub-clusters is required. In addition, more replications of each condition reported in this work and the transcriptional investigation of Cd45^−^ cells populating the two TMEs with the aim to investigate also the release of specific chemokines and cytokines of the tumor cell could strengthen the results obtained here.

## Supplementary Information

Supplementary Materials

Supplementary Tables

## Data Availability

Raw count matrices generated with the scRNA-seq Sankemake CellRanger v4 alignment pipeline and pre-QC *Seurat* objects are available with the accession number GSE191246 at the GEO (http://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: A single-cell transcriptomic landscape of innate and adaptive intratumoral immunity in triple negative breast cancer during chemo- and immunotherapies
**Source:** Cell Death Discov. 2022 Mar 8;8:106. doi: 10.1038/s41420-022-00893-x
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Text**

**Automatic Cell Assignation Results**

Clusters 0, 13, 15, 18 and 19, in the 4T1 cell line, had the majority of cells automatically assigned (see materials and methods) to B cell population; clusters 1, 2, 3 ,4, 6, 7, 8 and 11 contained a high percentage of cells belonging to T cells; cells in clusters 9 and 10 were assigned to macrophages; finally, cluster 5 contained a high percentage of neutrophils, while cluster 14 presented a high percentage of NK cells. Low percentages of unassigned cells were observed in clusters 12, 15 and 19, and very few cells (17 cells on 22,403 cells for 4T1 and 21 on 26,245 cells for EMT6) in some clusters were automatically assigned to cell populations that were Cd45^-^ cells such as fibroblast and epithelial cells ([Fig. S3](https://docs.google.com/document/d/1-rJ-QR2CKkKYkGkVqR04yscehPeO4lWL/edit#bookmark=id.gjdgxs)A). 

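Clusters here were named from marker lists and not by SingleR, which compares each cell with reference profiles of sorted cells. None of the 23 clusters of either line carried a non-immune name. In 4T1, cluster 21 (131 cells) stayed without a name. It was nearest to B cells and led by interferon-induced genes such as Ifit3 and Ifit2, with the macrophage marker Ms4a4c among its 10 leading genes.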

Likely, it was the result of either an ambiguous assignment due to the lack of real label for these cells^1^ or a technical barrier related to the purity at sorting level (see Materials and Methods). These together with a need of validation were the reasons for the manual exploration (see materials and methods).

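In EMT6, cluster 21 (113 cells) stayed without a name. It was nearest to macrophages, with Ngp, Retnlg and Ly6g among its 10 leading genes. The T cell clusters included cluster 6 (1942 cells), cluster 8 (995 cells) and cluster 13 (543 cells), and the NK cell cluster held 650 cells.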

EMT6 automatic cell assignment ([Fig. S3](https://docs.google.com/document/d/1-rJ-QR2CKkKYkGkVqR04yscehPeO4lWL/edit#bookmark=id.gjdgxs)B) identified clusters 0, 4, 7, 8, 9, 12 and 13 as macrophages; the 3, 10, 14 and 18 clusters were mainly composed of T cell populations; while cells in clusters 2 and 5 were assigned to monocytes. Finally, clusters 1, 15 and 16 were composed mainly by B cells. Compared to 4T1, a higher percentage of unassigned cells was present in EMT6; specifically in clusters 9, 13, 18 and 21. Likely, this was associated with a low expression of gene signature markers revealed by *SingleR*^1^.

**Bibliography**

1. Aran, D. *et al.* Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nature Immunology* **20**, 163–172 (2019).

**Supplementary Figures**

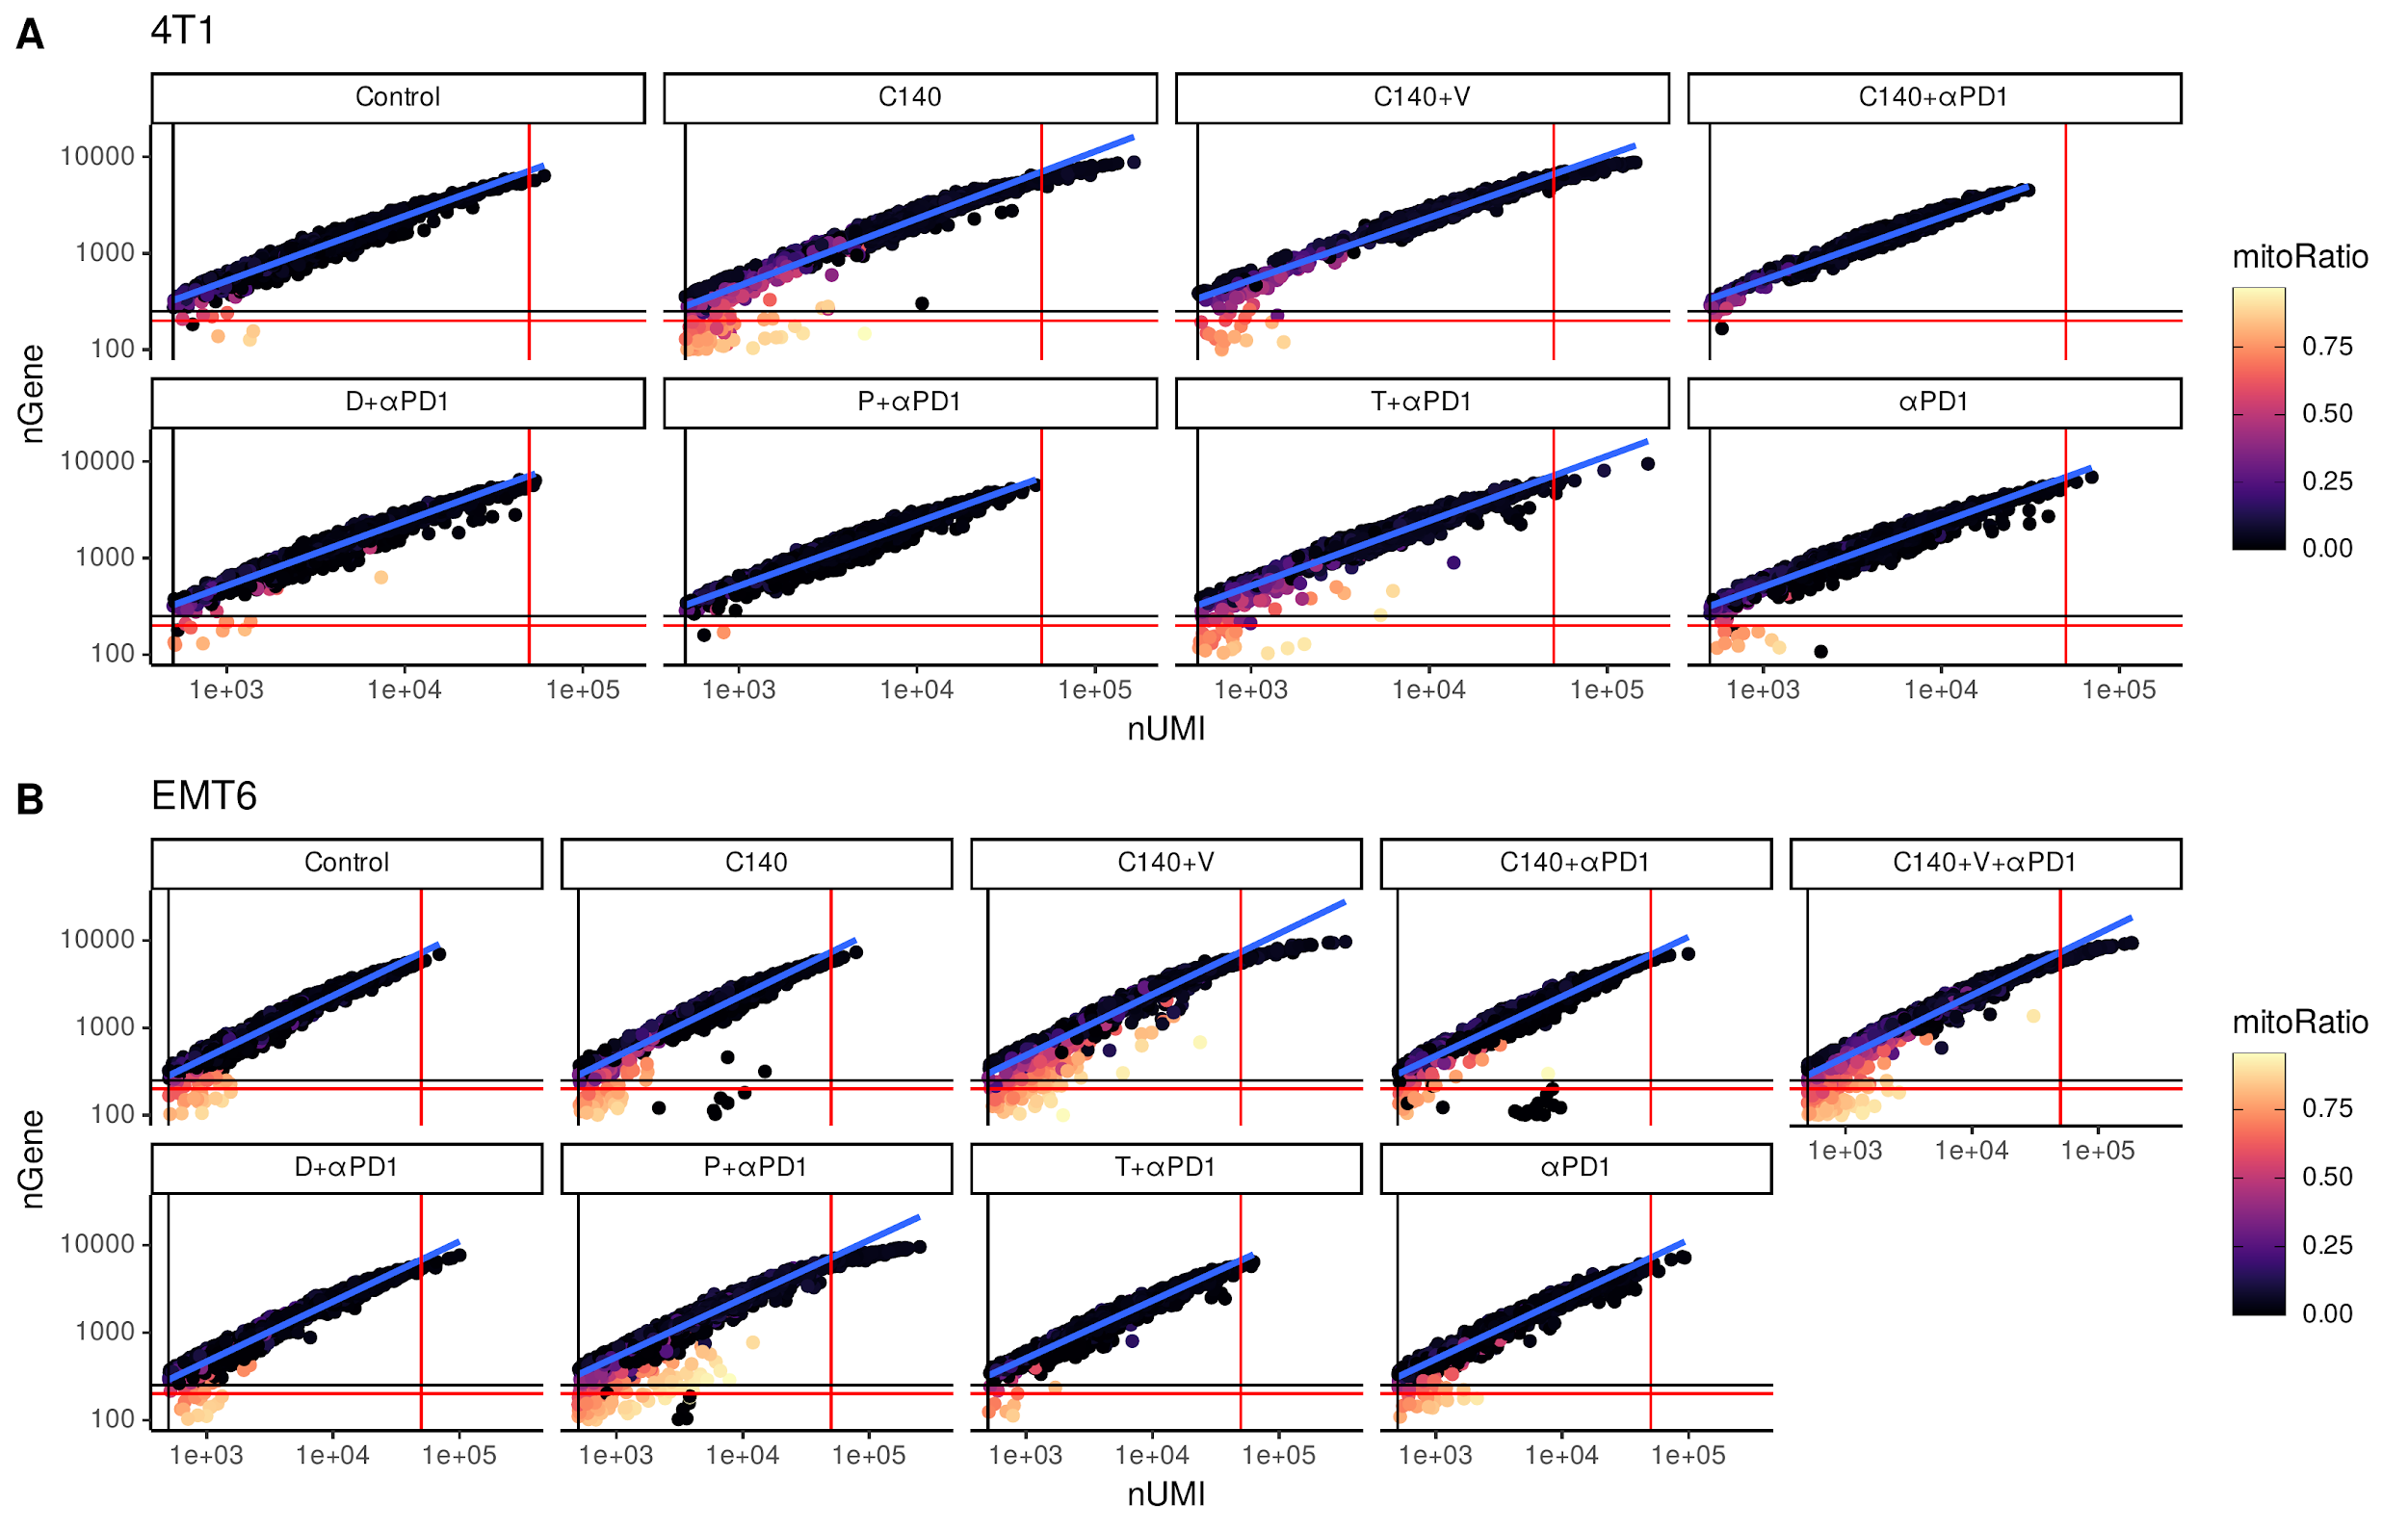

[**Fig.**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_batche)**S**[**1**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_batche)**. Single-cell RNA seq quality controls of two tumoral models.** Number of UMI plotted on x-axis versus number of genes on y-axis divided by condition for 4T1 (A) and EMT6 (B). Each dot represents a cell colour-coded by the mito ratio. Darker colours mean low mitochondrial expression, lighter colours indicate high mitochondrial genes. Vertical and horizontal red bars indicate the threshold used for number of genes (y-axis) and number of transcripts (x-axis).

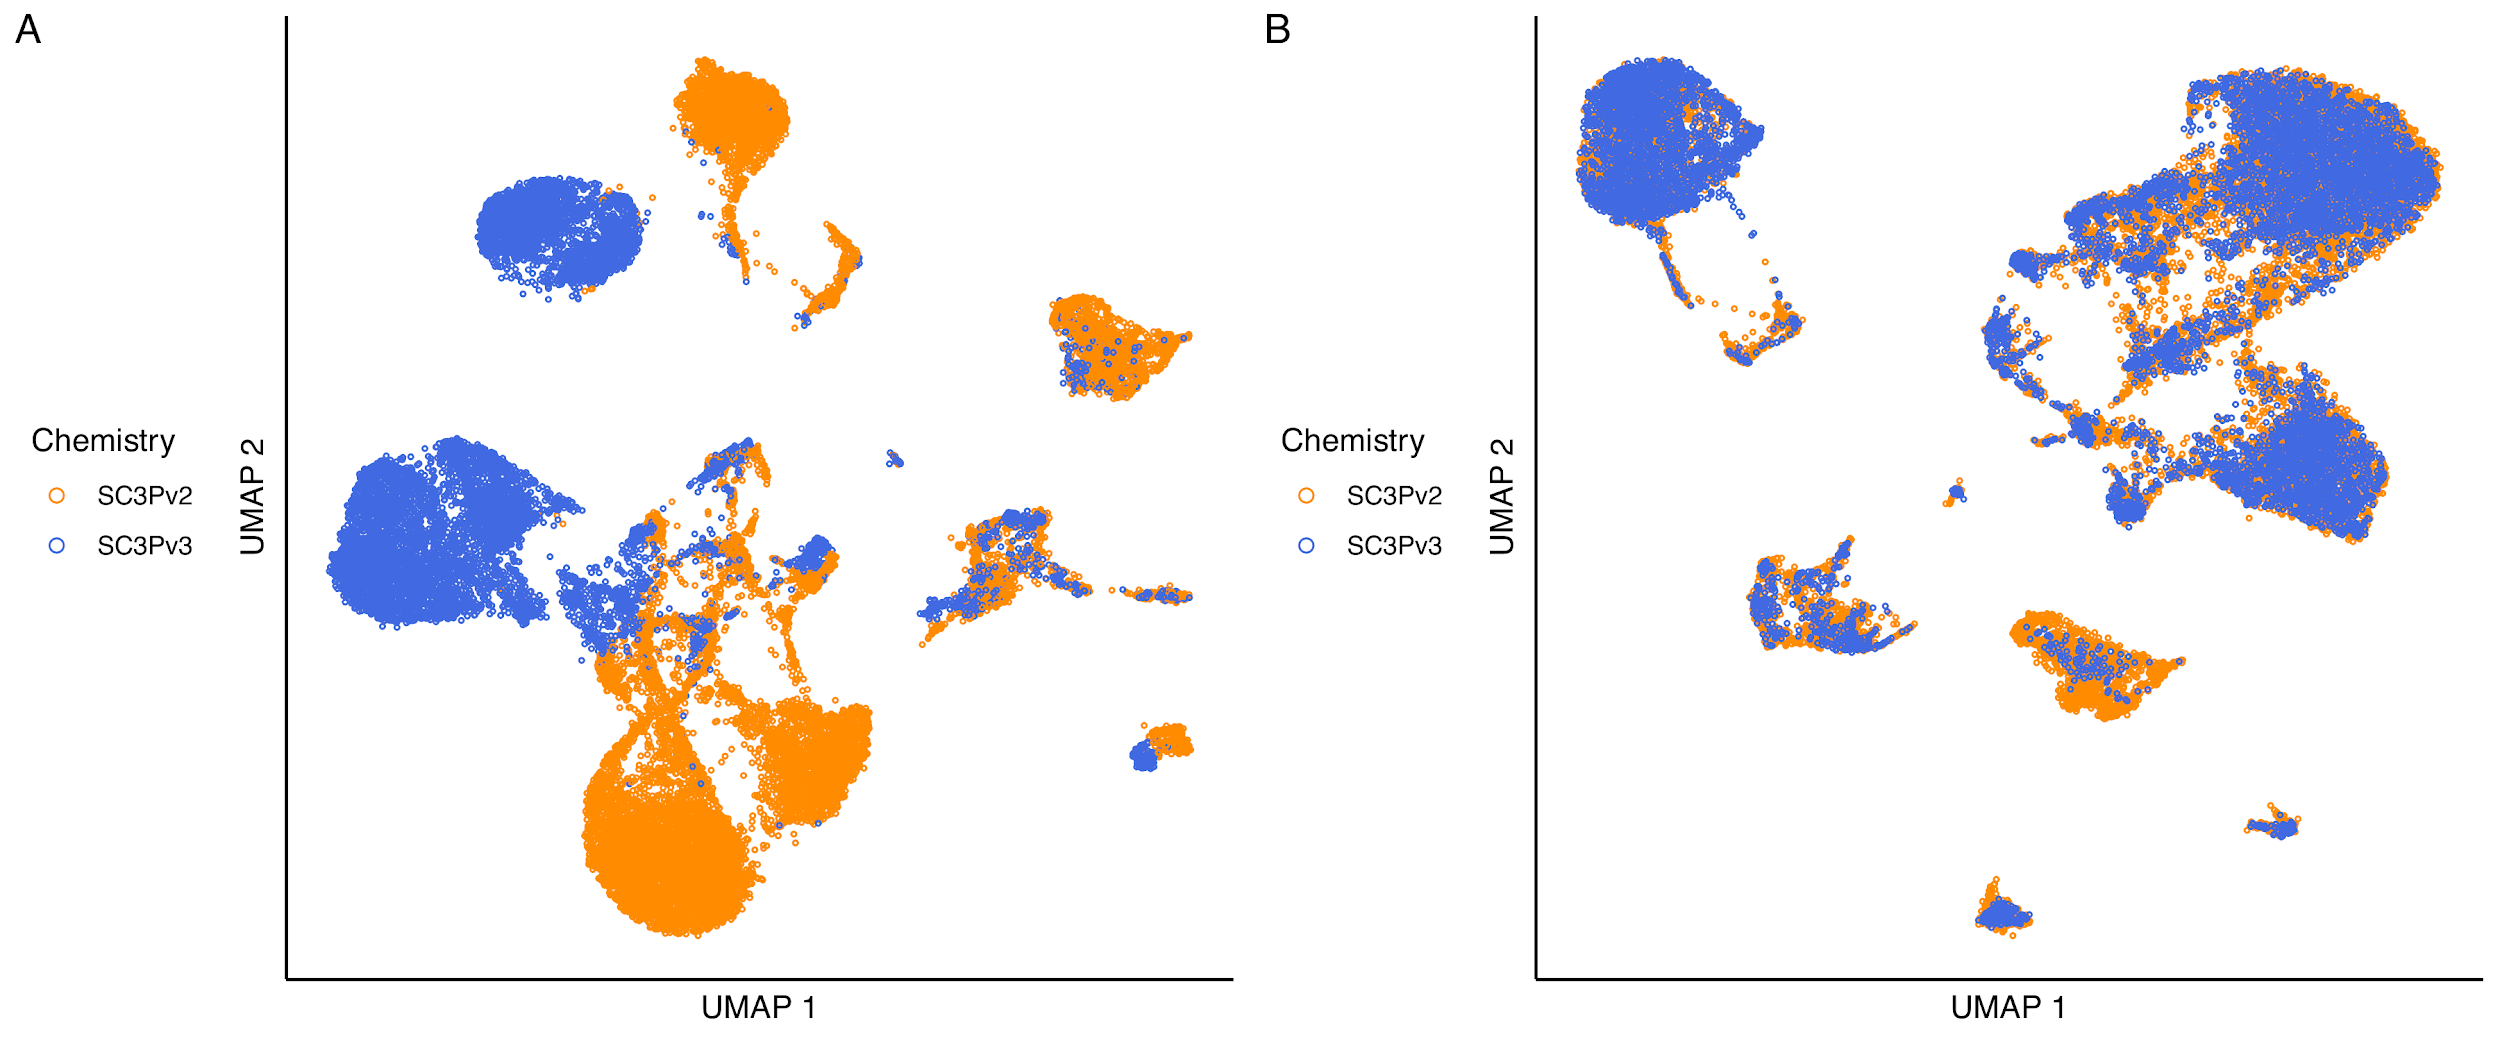

[**Fig. S2**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_QC)**. Batch effect on 4T1 cell line.** A) UMAP showing batch effect on 4T1 cell line. Each cell is represented by a colored dot colored according to the 10X chemistry used. B) UMAP showing batch effect correction on 4T1. (Orange for V2 and blue for V3).

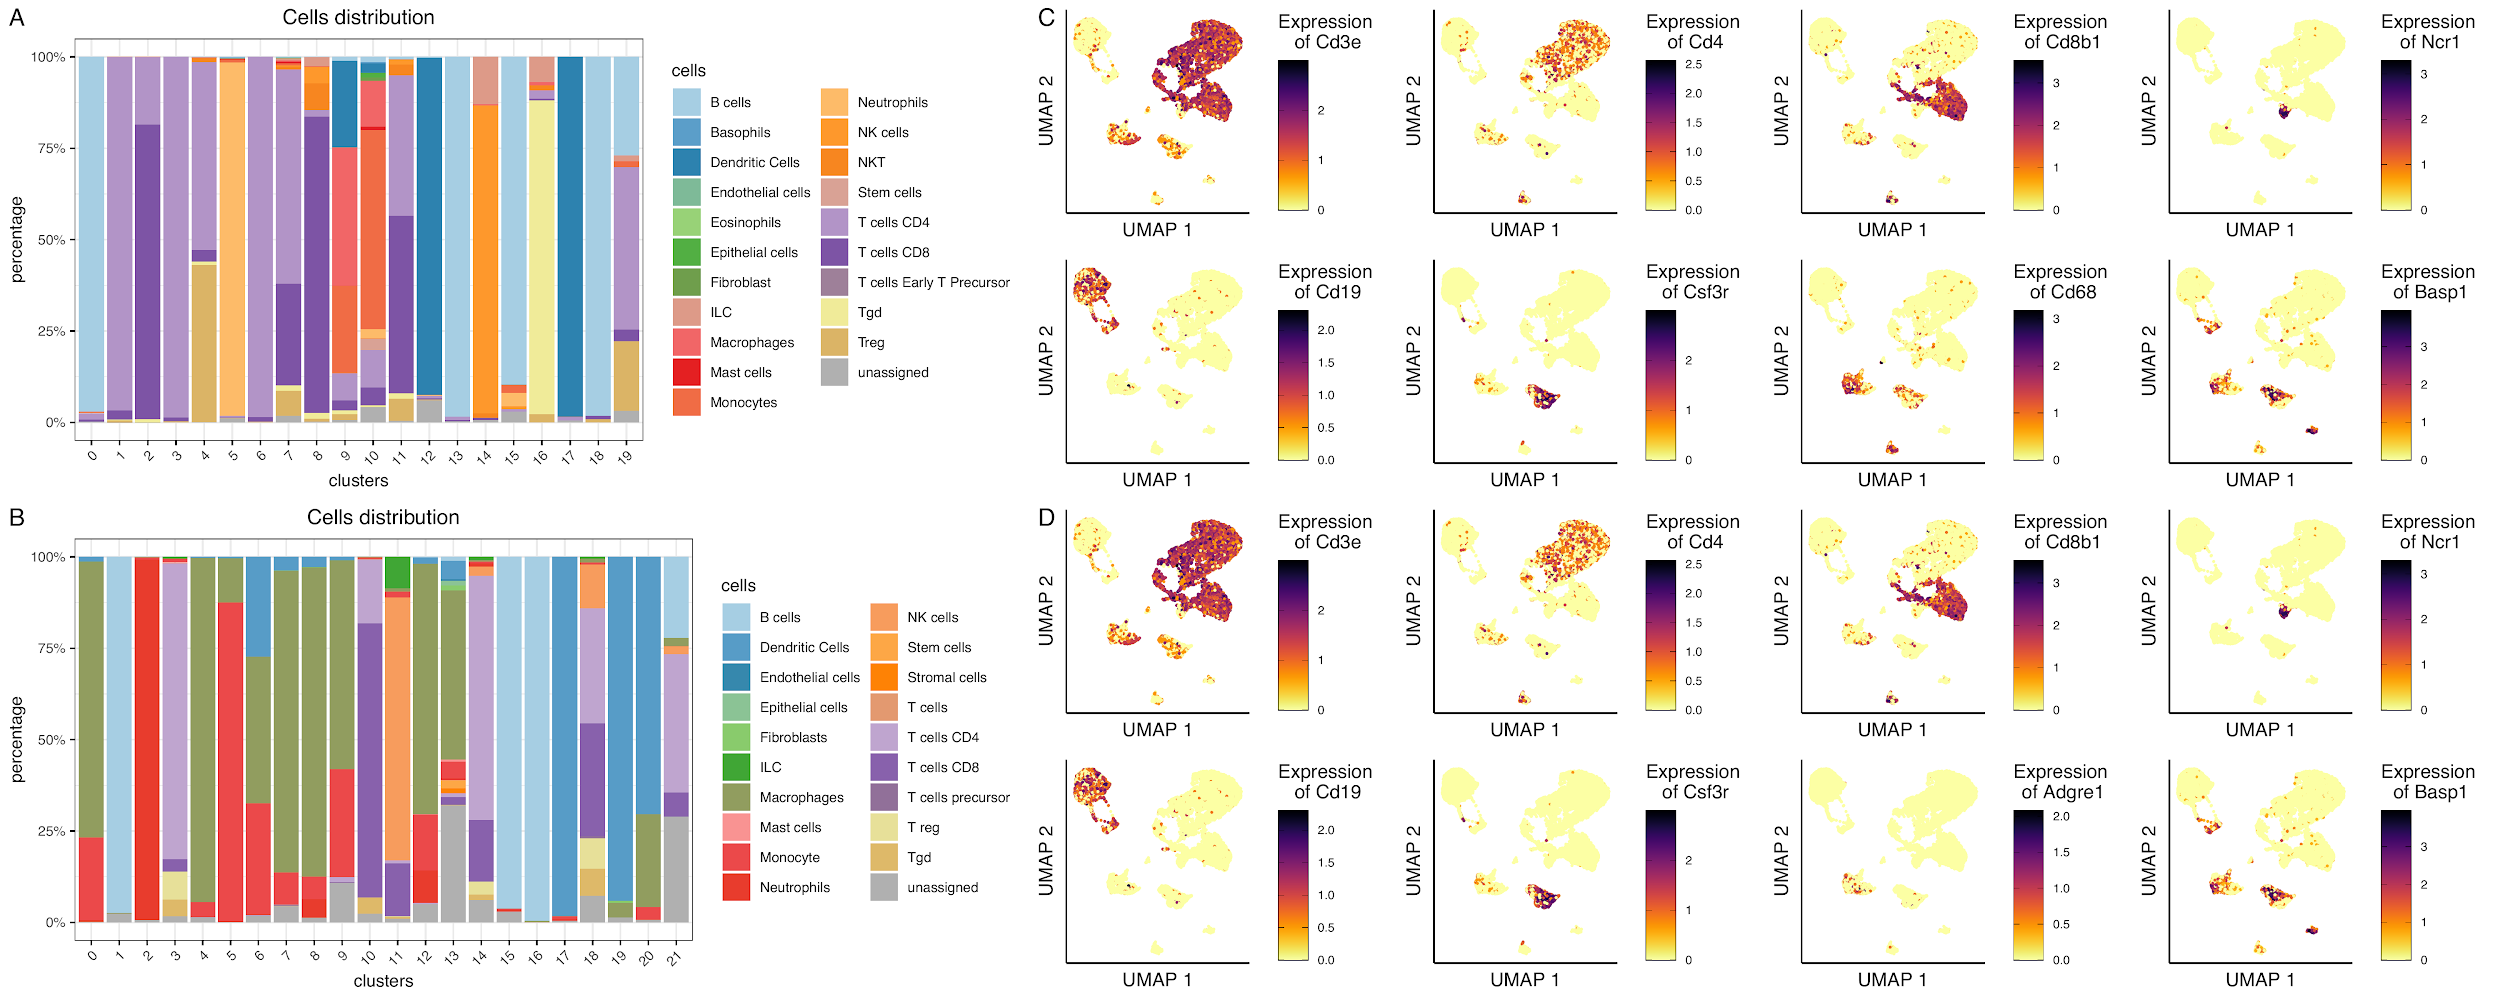

[**Fig. S3**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_cellass)**. Cell Assignation.** Automatic cell populations assignment for 4T1 cell line (A) and EMT6 cell line (B). Clusters are arranged to the x-axis while the percentage of cells are signed on the y-axis. The colors are referring to the different types of cells automatically assigned by *SingleR*. C) UMAPs of known marker gene expression in 4T1 cell line. *Cd3e*, *Cd4*, *Cd8b1* genes were evaluated for T cells; *Ncr1* for NK cells; *Cd19* for B cells; *Csf3r* for neutrophils, *Cd68* for macrophages; *Basp1* for DC. Each dot represents a cell. The intensity of the colour (from yellow to dark violet) indicates the greatest expression of the specific marker gene. D) UMAP of known marker gene expression in EMT6 cell line. *Cd3e*, *Cd4*, *Cd8b1* genes were evaluated for T cells; *Ncr1* for NK cells; *Cd19* for B cells; *Csf3r* for neutrophils, *Adgre1* for macrophages; *Basp1* for DC. Each dot represents a cell. The intensity of the colour (from yellow to dark violet) indicates the greatest expression of the specific marker gene.

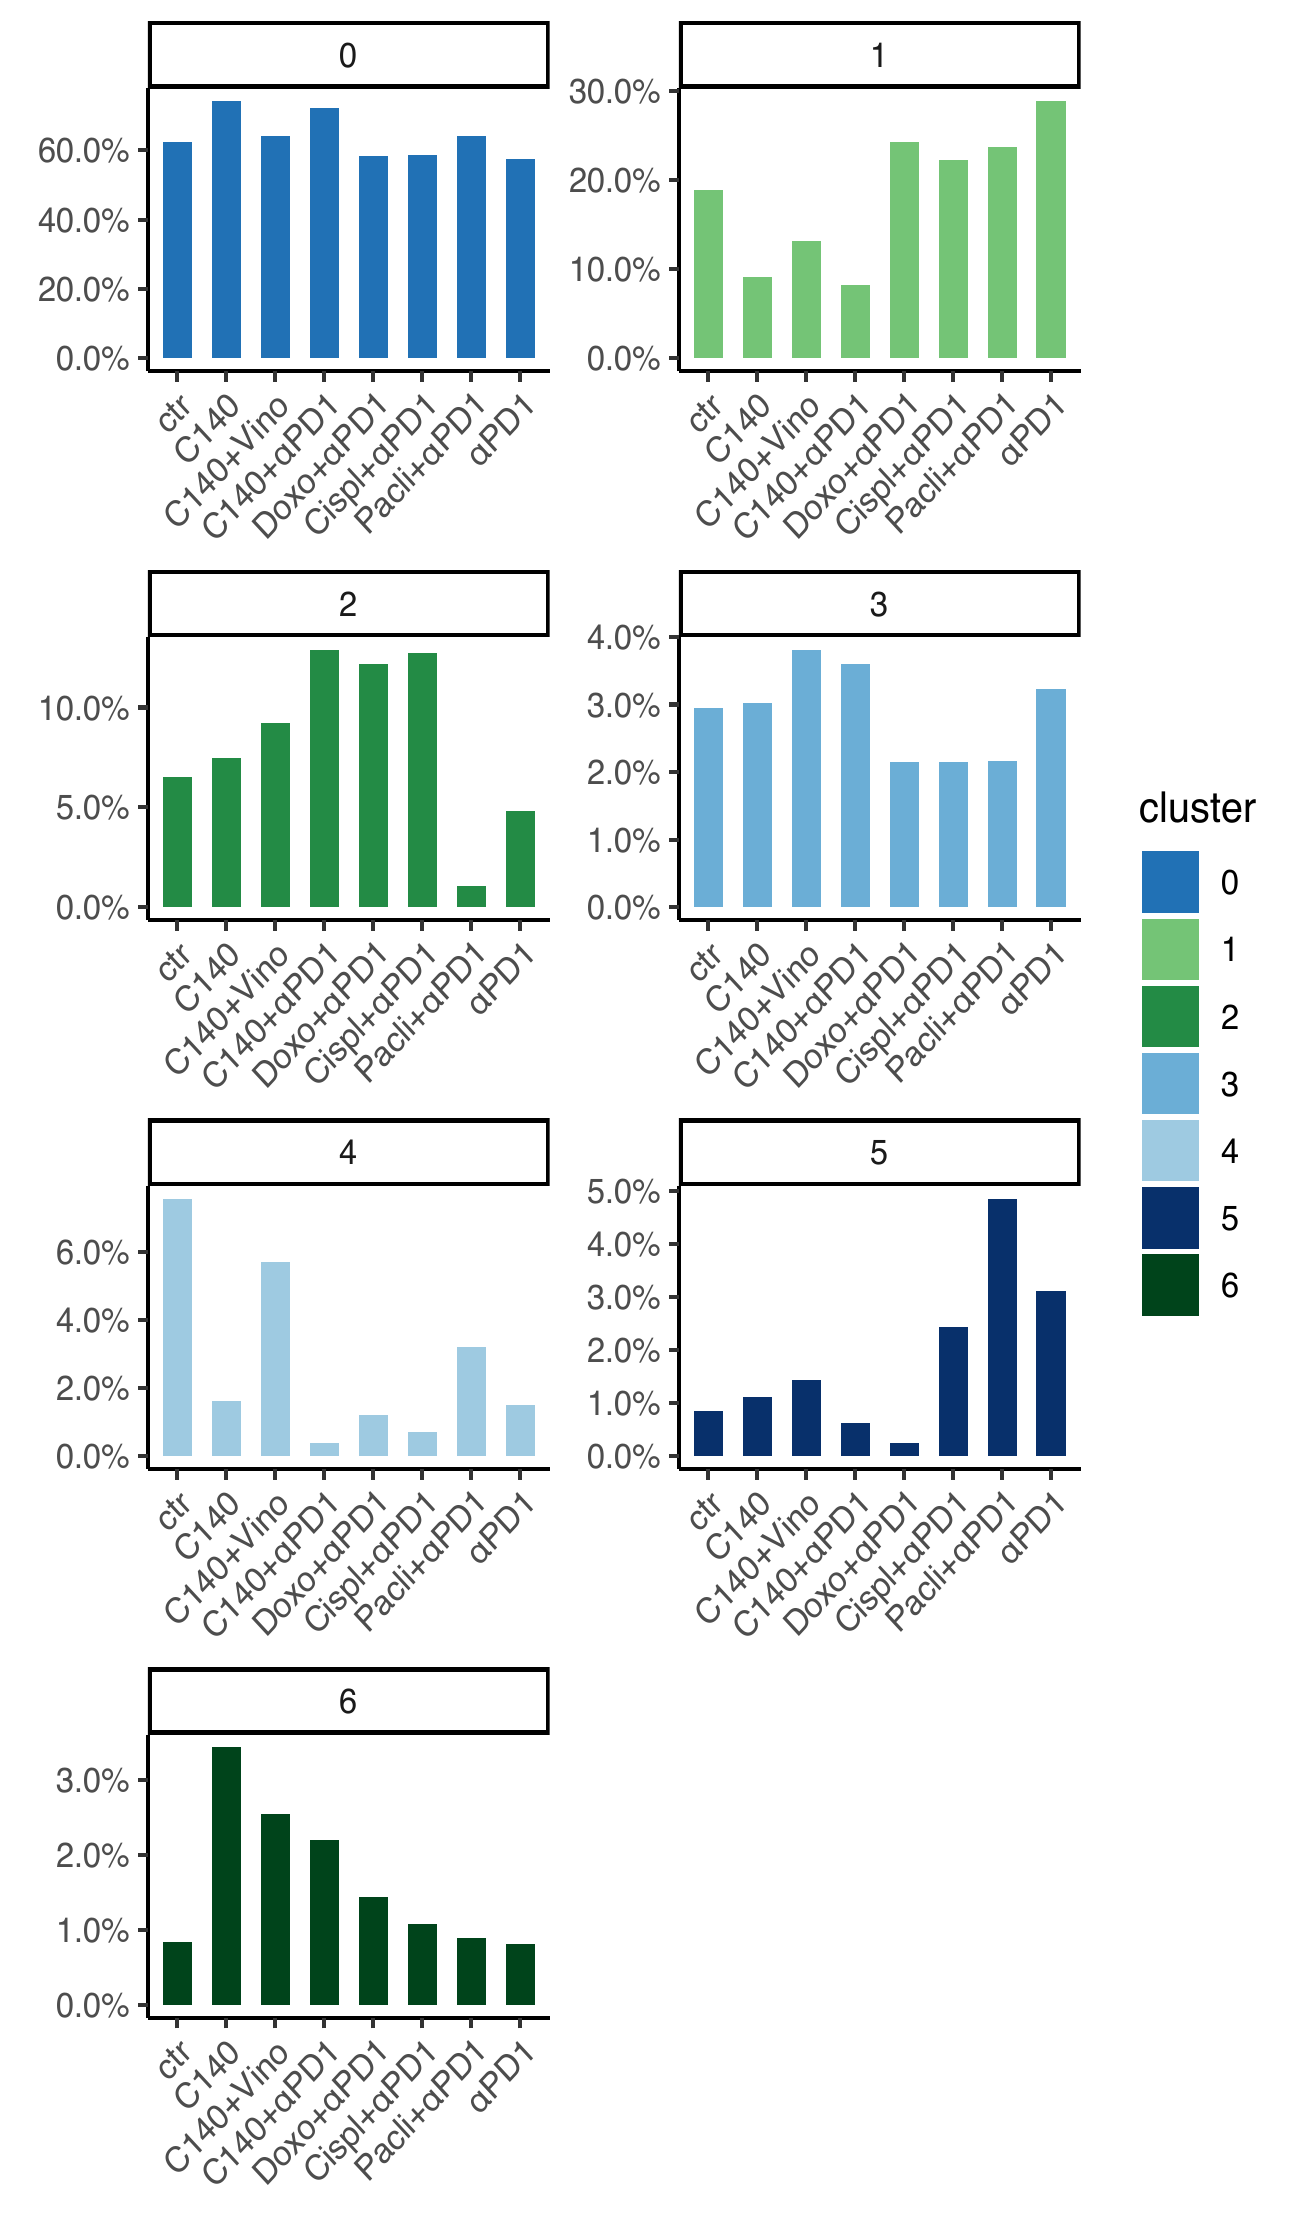

[**Fig. S4**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_cd4)**. Cd4-like T cell sub-cluster variation.** Percentage of cells in each 4T1 Cd4-like T cell sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted in the y-axis.

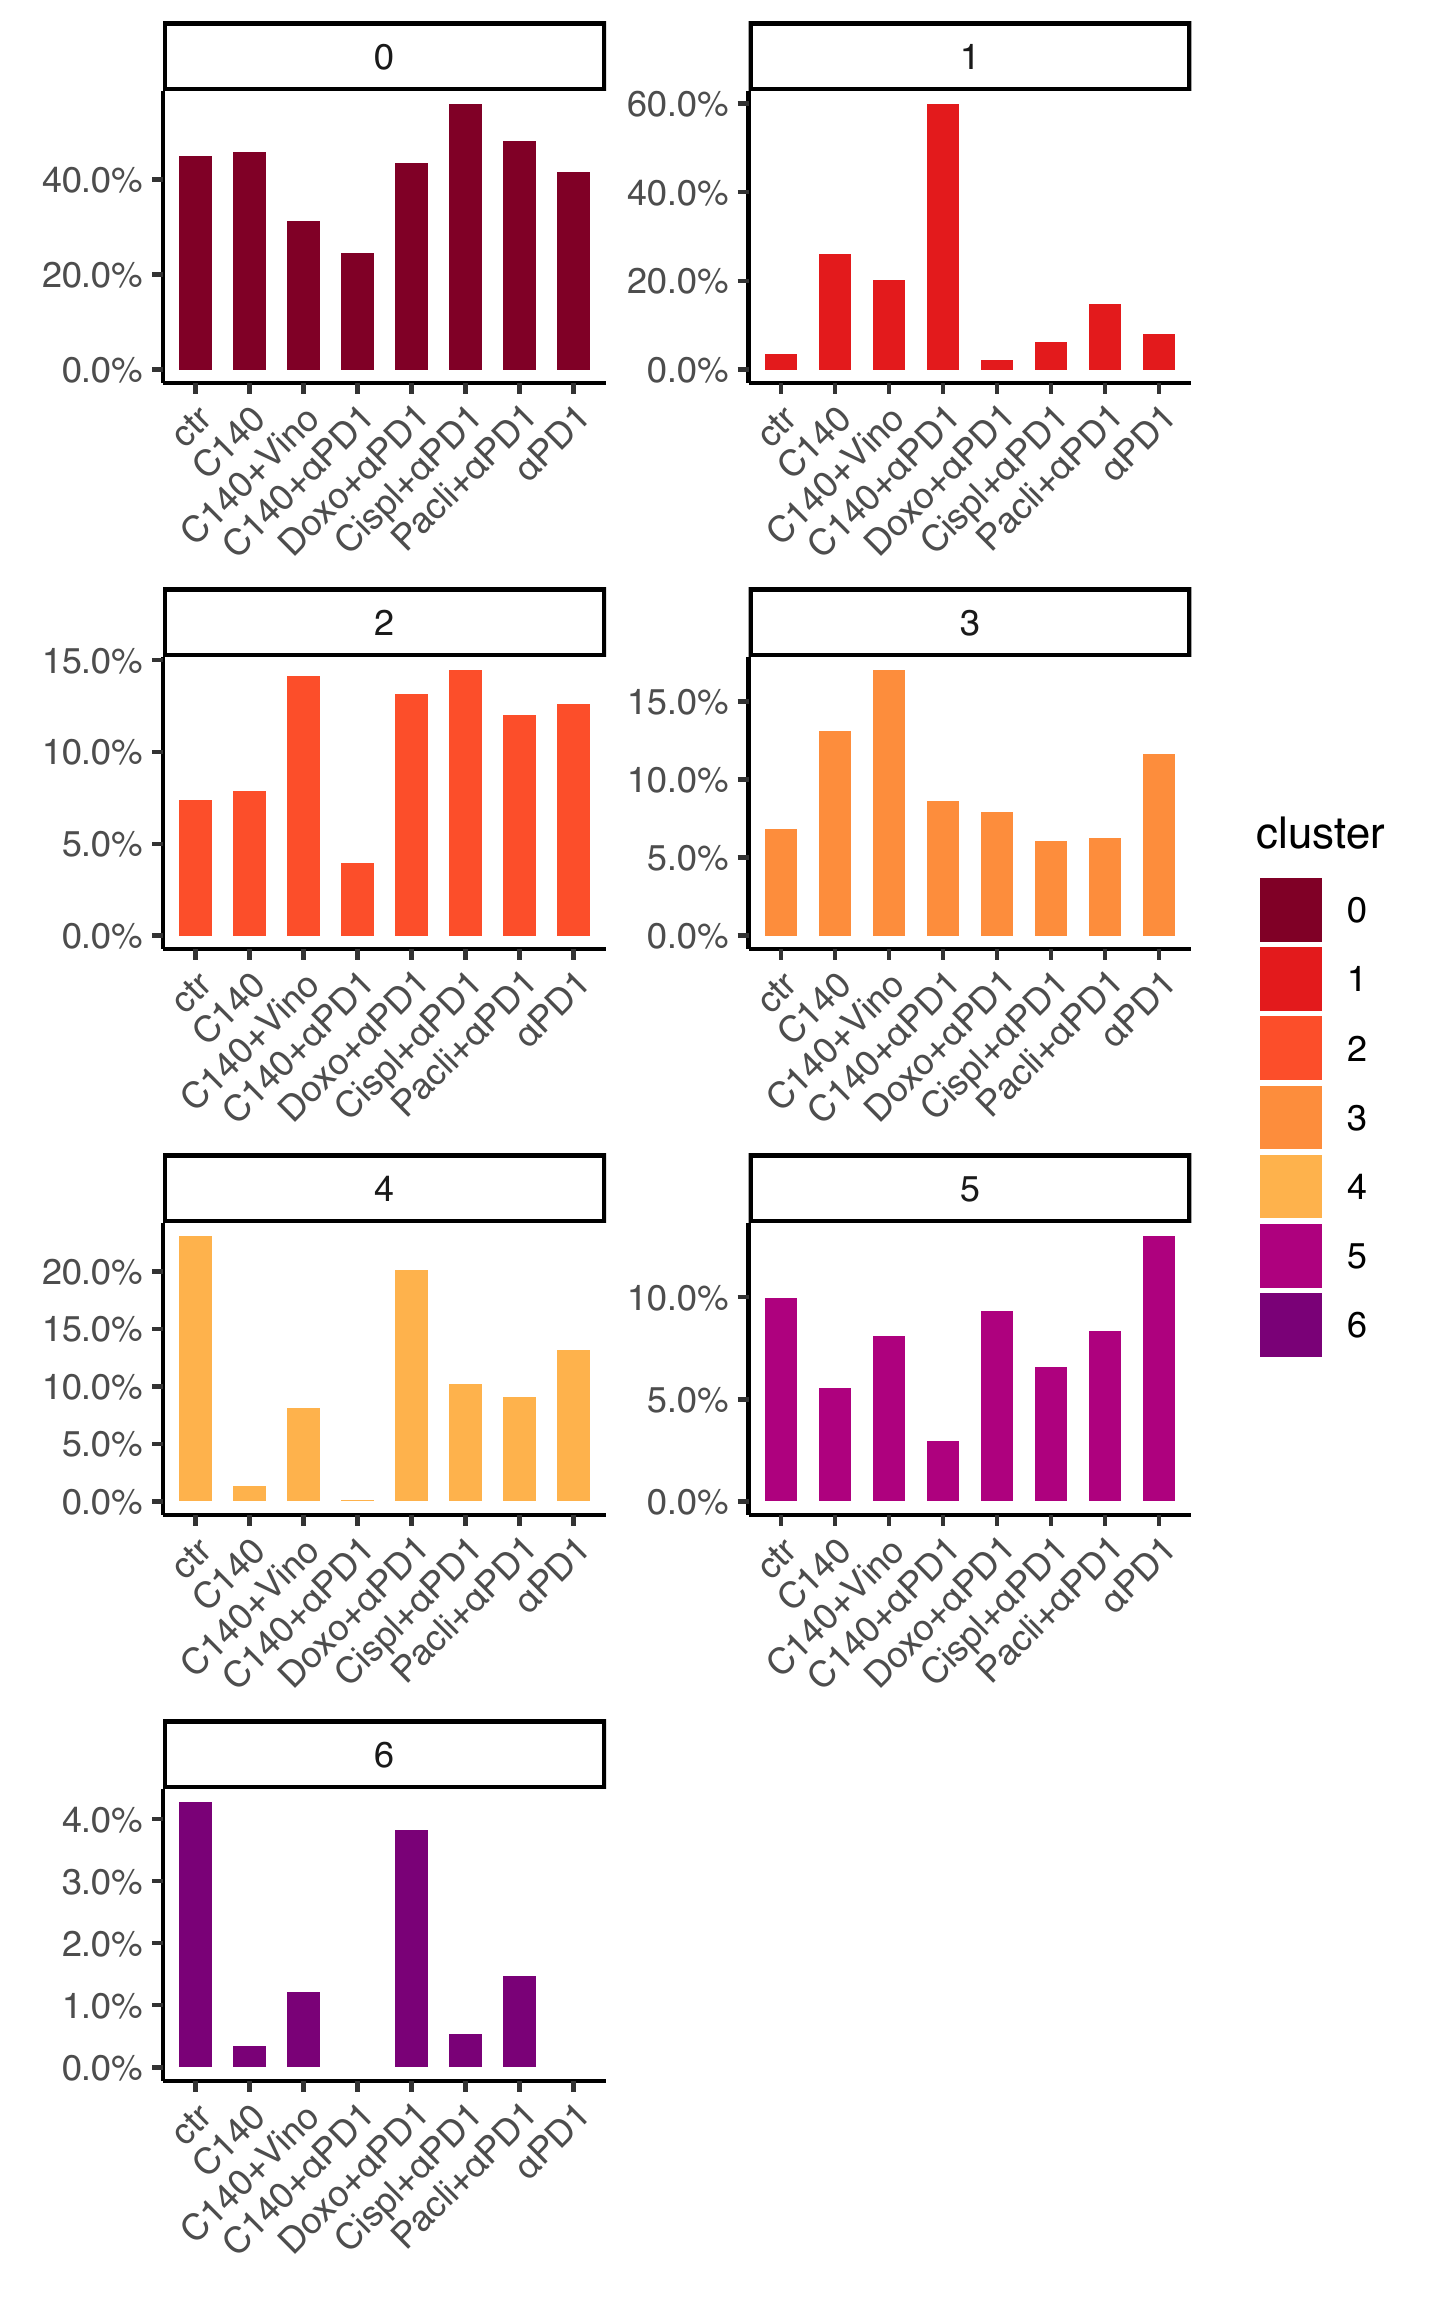

[**Fig. S5**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_cd8)**. Cd8-like T cell sub-cluster variation.** Percentage of cells in each 4T1 Cd8-like T cell sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted in the y-axis.

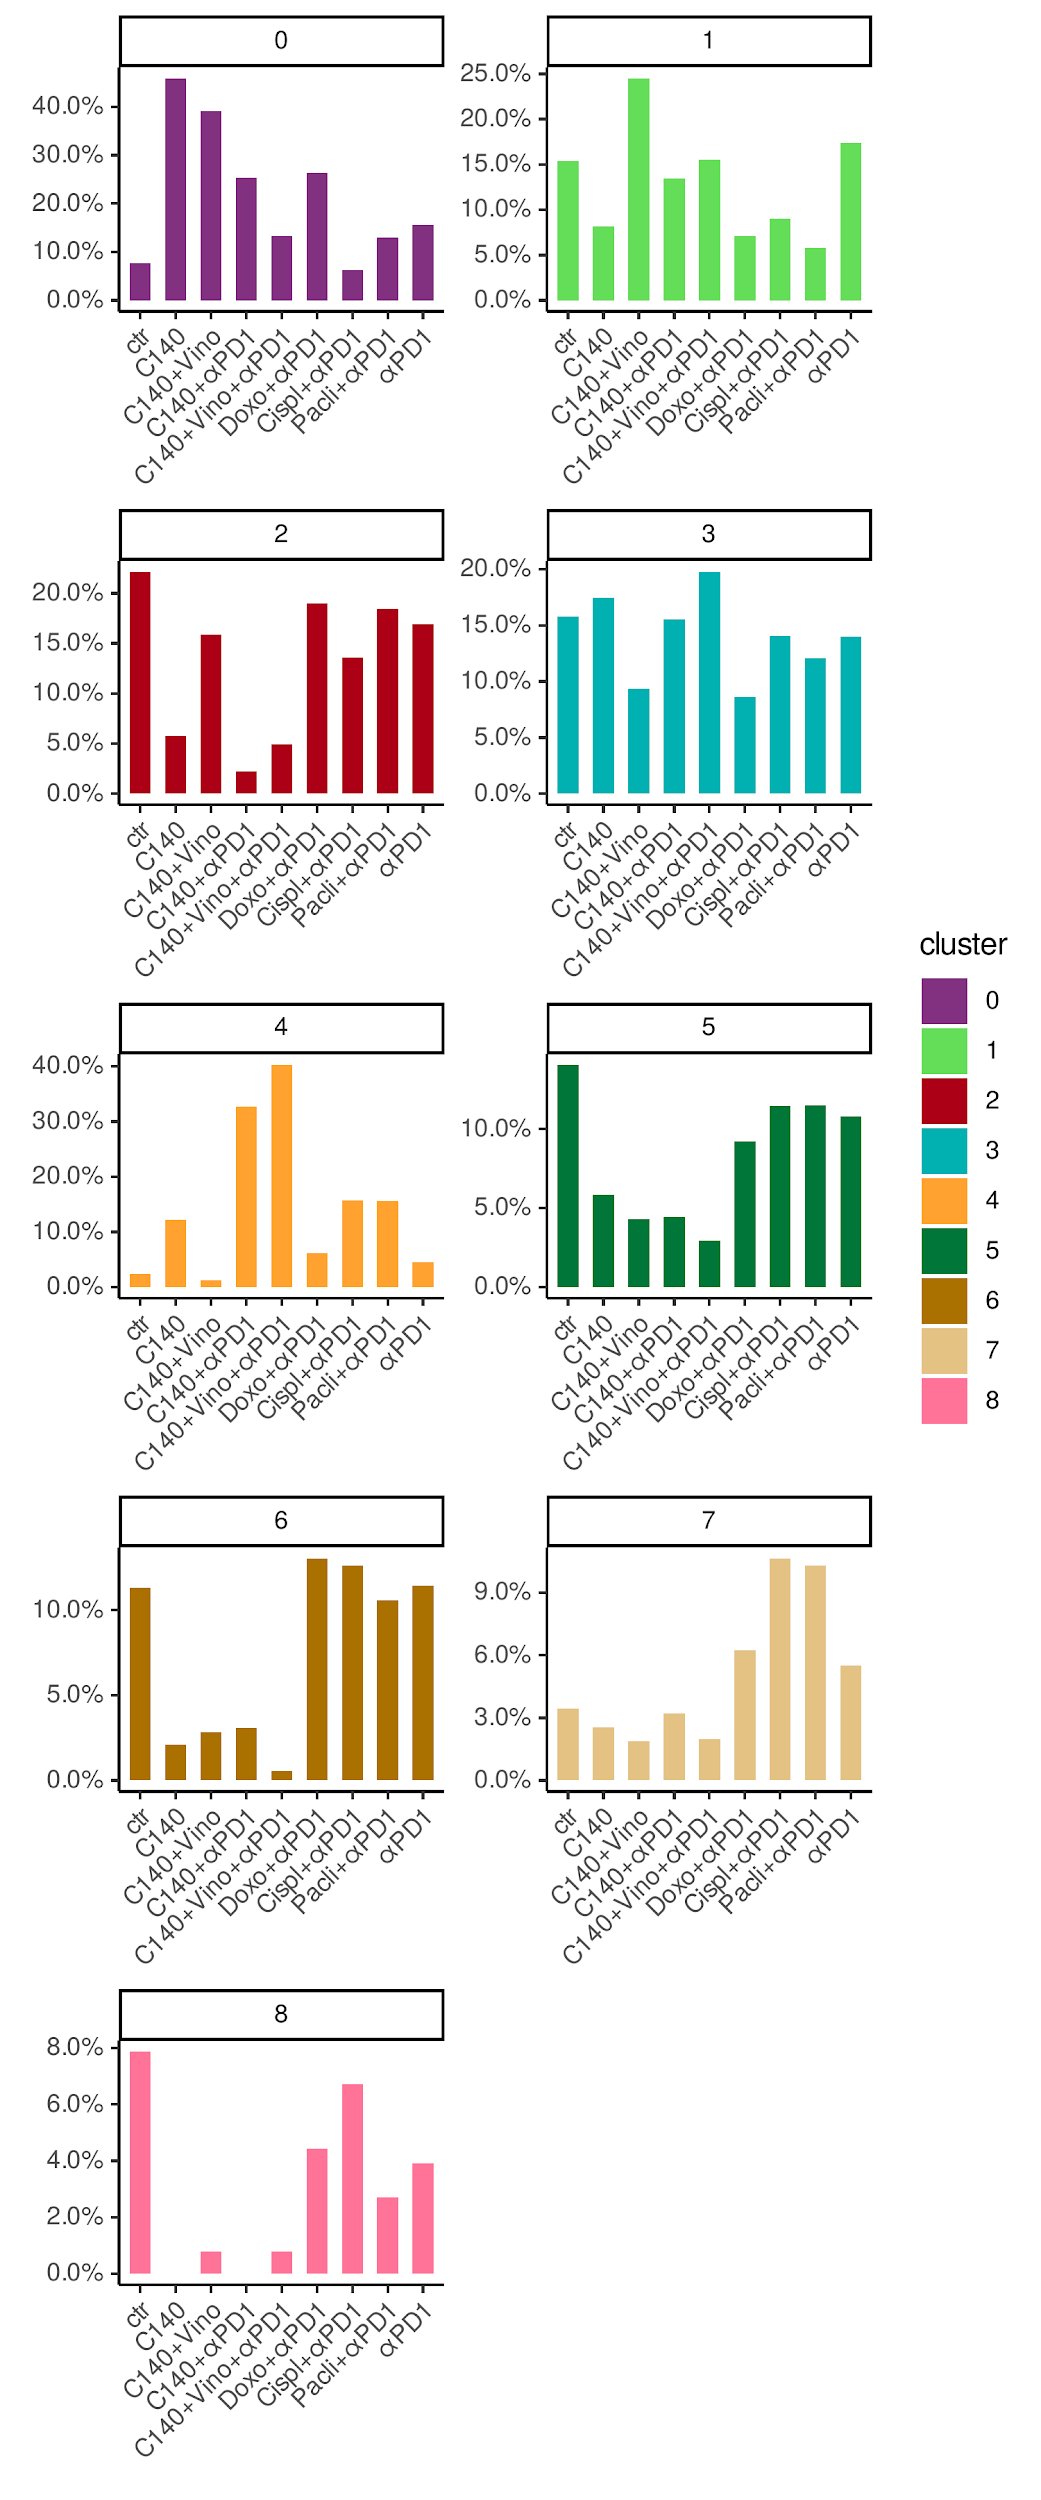

[**Fig. S6**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_mac)**. Macrophage sub-cluster variation.** Percentage of cells in each EMT6 macrophages sub-cluster among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted in the y-axis.

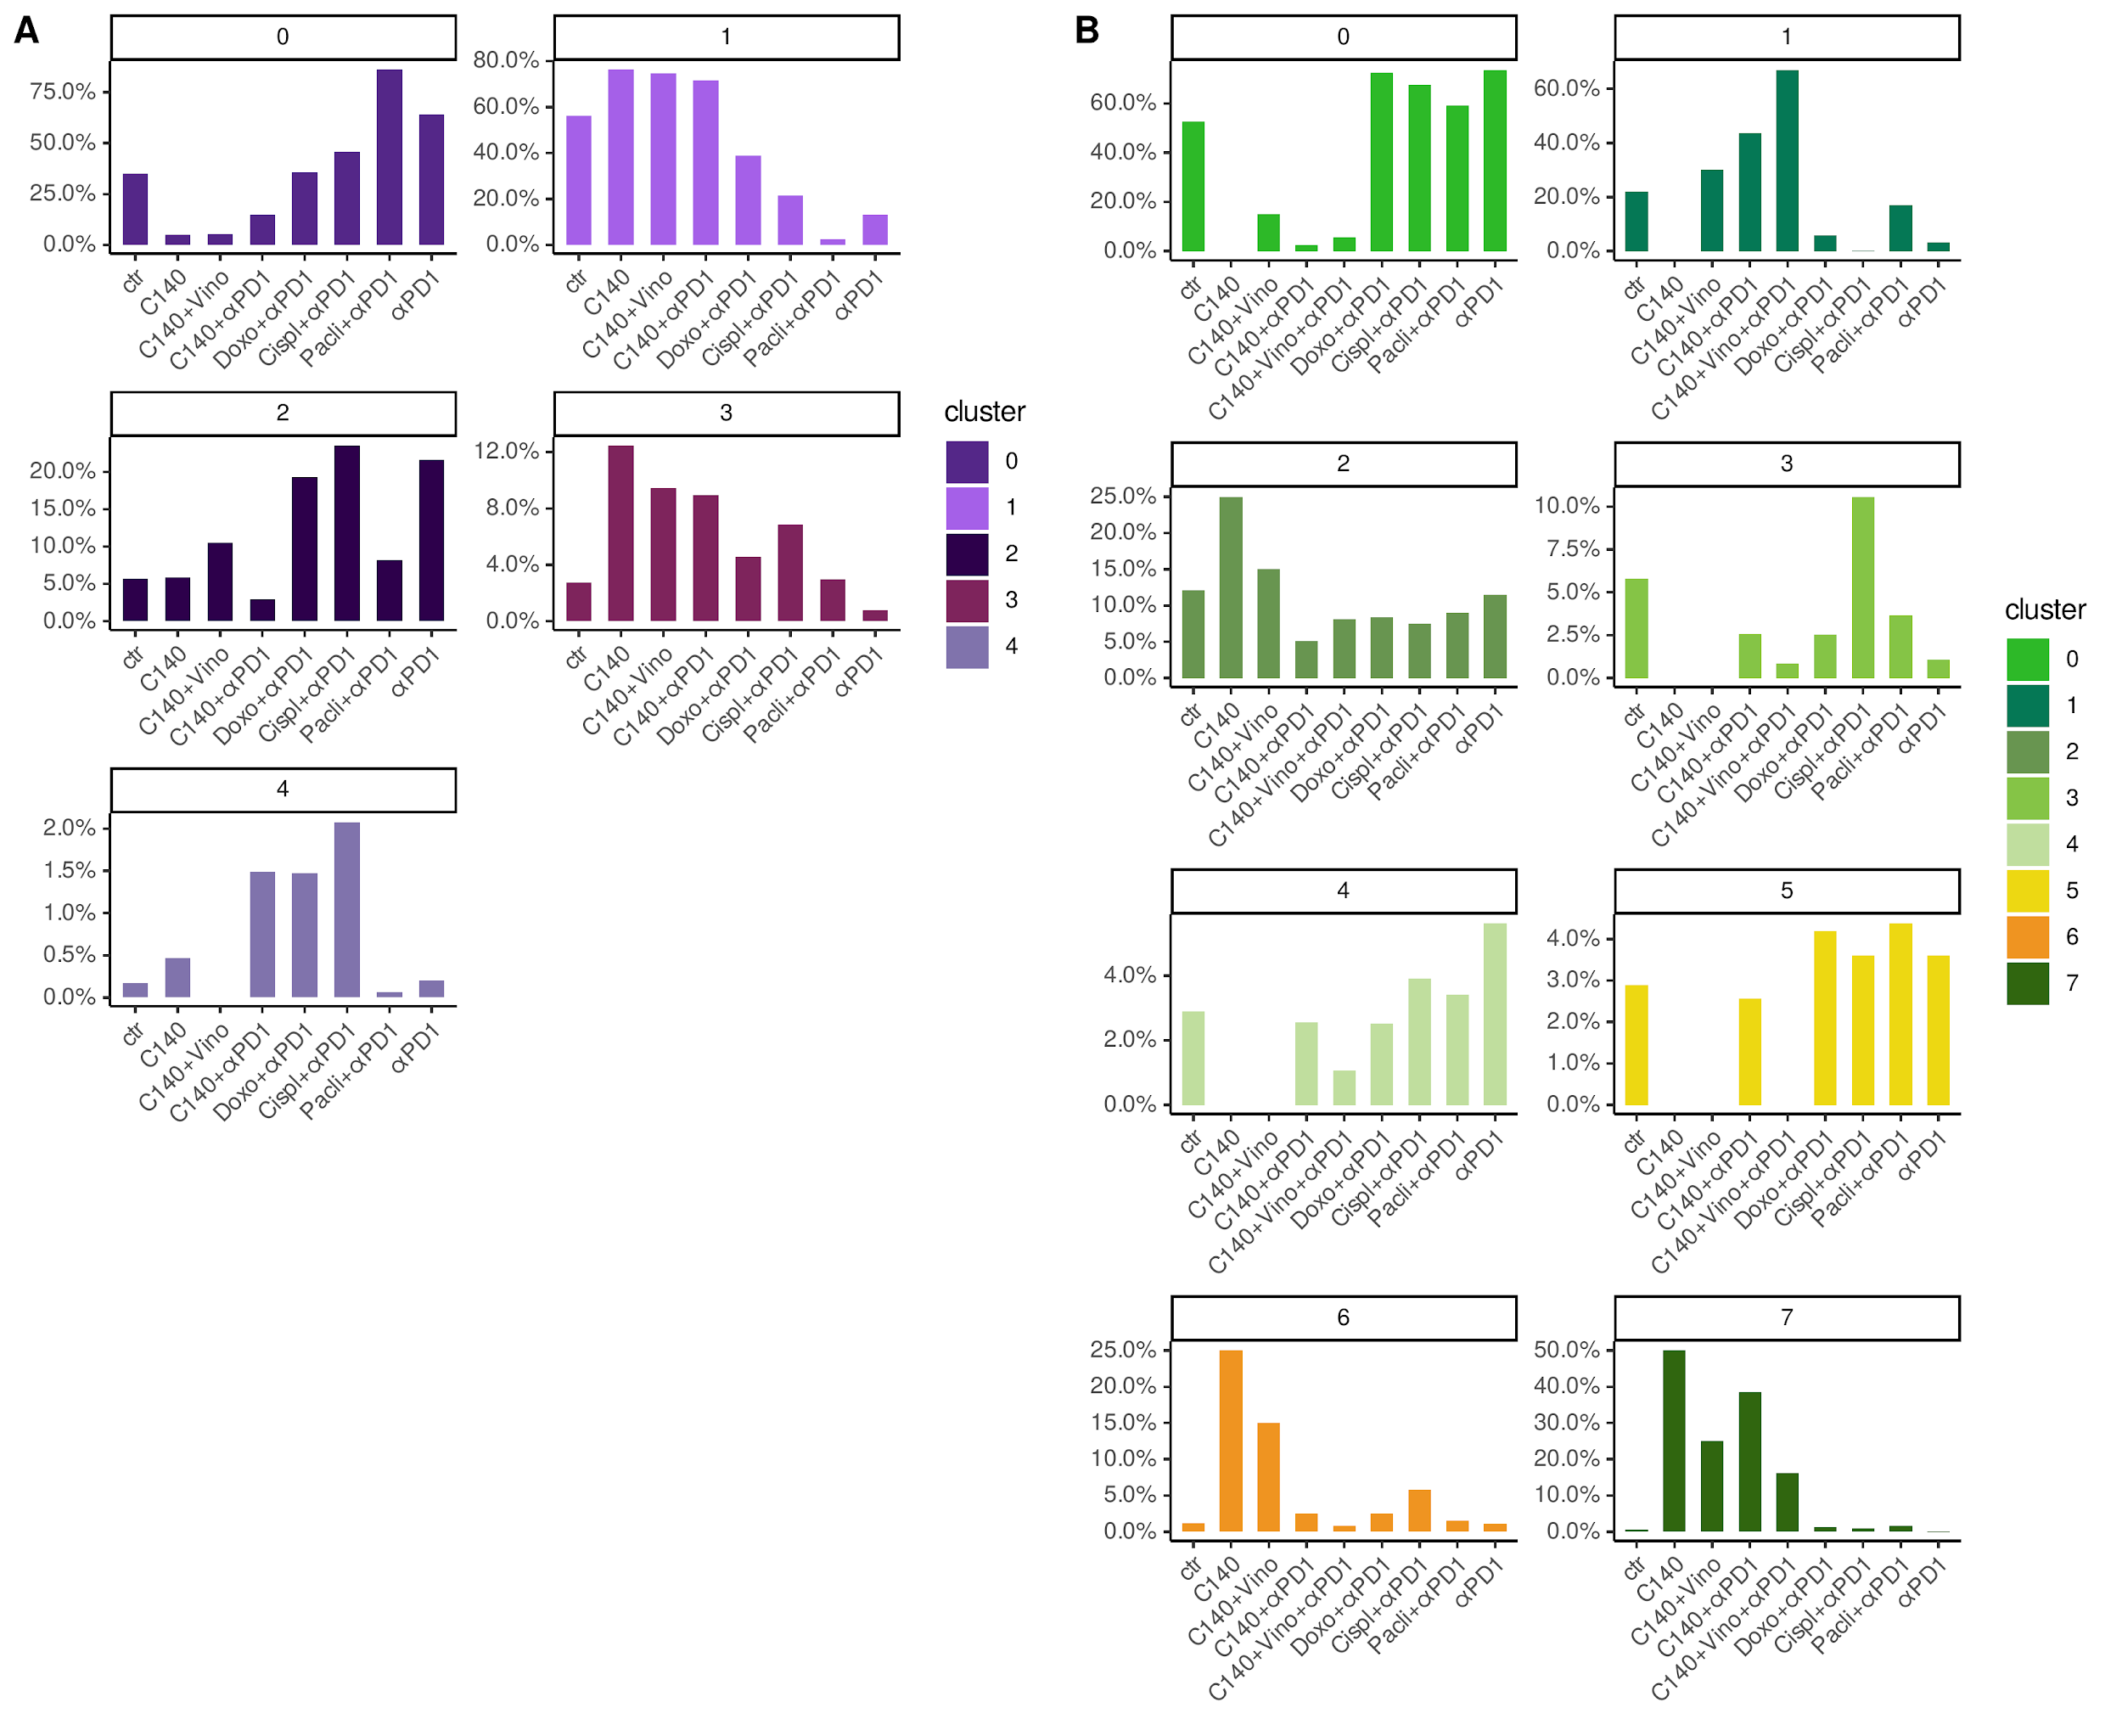

[**Fig. S7**](https://docs.google.com/document/d/1lLJdHMfHw569D3g2Zv8j2RN7NljR-NiECQhGmFpiZhI/edit#suppf_B)**. B cell sub-cluster variation**. Percentage of cells in B cell sub-clusters for 4T1 (A) and EMT6 (B) cell lines among different conditions. Bar graph shows on the x-axis the conditions, while the percentage of cells per cluster is plotted in the y-axis.

**Supplementary Table Legend (provided as Table excel)**

**Table S1**. Top 20 differentially expressed genes for the 4T1 cell line

**Table S2**. Top 20 differentially expressed genes for the EMT6 cell line

**Table S3**. Number of cells pre- and post- quality control for each condition in 4T1 cell line

**Table S4**. Number of cells pre- and post- quality control for each condition in EMT6 cell line

How the deposited data were processed for this re-analysis (not part of the article)

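The counts analysed here are the raw UMI counts the authors deposited for 18 10x libraries of Cd45+ cells, 9 treatments in each of the 4T1 and EMT6 TMEs, each library from tumors pooled from 3 mice. The authors made them with Cell Ranger 4 on the mm10 genome with the GENCODE vM23 annotation, and gene coordinates given here come from GENCODE vM21 on the same assembly; the counts hold 32285 genes and every barcode, without a choice of cells and without normalization. C140 is cyclophosphamide, V vinorelbine, D doxorubicin, P cisplatin and T paclitaxel. The libraries with cyclophosphamide are C140, C140 + V and C140 + αPD-1 in 4T1, and these and C140 + V + αPD-1 in EMT6. Each library was placed with its treatment by the library number in its name, never by its values. The day of tumor resection, which varied in the study with treatment efficacy and line, was not known for each library. Contrasts of cyclophosphamide and of the lines therefore cannot be told apart from it. The 10x chemistry was read from the list of barcodes in each library.

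Comparisons, tests, marker lists and the alternatives described below were fixed before the data were examined, except those named at the top of each part of the closing section. The values of Tables S1 and S2 had been seen by then. Named genes are every gene the paper names for the cell population of a claim, in the Results text and Figs. 2B, 3B, 4B, 5C and 5D. Genes that lead a cluster are given only as its identity.

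Cells were called as in Cell Ranger 4. Barcodes within a factor of 10 of the 0.99 quantile of the top 3000 were taken, then barcodes of at least 500 UMIs that differed from the ambient profile of the barcodes ranked 45000 to 90000, over 10000 Monte Carlo draws. The stated filters kept cells with over 500 and under 50000 UMIs, at least 250 genes, a complexity of at least 0.8 and at most 15% mitochondrial UMIs. A doublet score compared each cell with 2 simulated doublets per cell on 2000 genes and 30 components, and the top 1% per 1000 cells of each library were removed. This score stands in for the doublet tool of the study, which was not used here. Between 1398 and 4720 cells remained in the 17 libraries the study kept. A class at 10% of 1398 cells has a counting interval of about 3 percentage points in width, and in a class with few cells, such as the 20 B cells of EMT6 C140 + V, a count of 0 allows up to 15% by 3 counts of the total and 16.8% by the exact 95% interval.

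Counts of each line were split by chemistry, normalized with SCTransform, integrated by canonical correlation anchors and clustered in Seurat with 30 components, at the stated resolutions. The components of each sub-clustering came from the maximum-likelihood dimension, with resolutions of 0.2 (Cd4), 0.3 (Cd8 and NK), 0.4 (macrophages), 0.1 (4T1 B cells) and 0.2 (EMT6 B cells). A marker counted as detected in a cluster with a UMI in 10% of its cells and at least 0.25 of its level in the highest cluster, and in a sub-cluster when 1.5 times higher than in the others. A name needed 3 markers and was withheld where the 10 leading genes held more markers of another lineage. SingleR and Slingshot were not used here. A minimum spanning tree, with distances scaled by the spread of the sub-clusters, stands in for Slingshot. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0, sctransform 0.4.2, irlba 2.3.5.1 and Matrix 1.6.5.

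Gene levels are UMIs summed over the cells of a sub-cluster and scaled to a fixed total (CPM). Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs, except those of Cd3e, Cd4, Cd8a and Cd79a that show the lineage of a sub-cluster, which are not thinned and stand beside the median depths. Libraries, not cells, were the unit of every test. Shares with and without cyclophosphamide were compared by exact two-sided permutation of the libraries within a line (3 against 5 in 4T1, smallest p 0.0357, and 4 against 5 in EMT6, smallest p 0.0159), with the smaller tail doubled, and the lines by exact sign flips over the 8 treatments present in both. A result was called at an unadjusted p of 0.05 or less, with the Benjamini-Hochberg value over 13 tests beside it. The proliferative and germinal-like tests in EMT6 B cells rest on the same sub-cluster. No sub-cluster passed for effector-like Cd8 T cells or, at the stated resolution, for plasma B cells, so these 2 planned comparisons have no value. The 4T1 C140 + V + αPD-1 library was left out as in the study and examined apart.

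Alternatives were the order-of-magnitude rule alone for calling cells, no doublet removal, at most 10% mitochondrial UMIs, at least 1000 UMIs, no integration, the chemistry of Table 1, the left-out 4T1 library included, a doubled sub-cluster resolution, 30 components in the sub-clusters, shares of all cells, each library left out in turn, each barcode list alone, log-odds of the shares with 0.5 added to each count, unpaired lines, 50 in place of 20 neighbours, CPM without mitochondrial, ribosomal protein, immunoglobulin and haemoglobin genes, and no thinning.

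Lineage mixtures were estimated from 60 genes per lineage, with 50% of a cell's UMIs taken as a whole cell. The steps written for this work were tested on simulated data. Of 200 changed genes among 1734, 99.5% were recovered, and folds set to 2 and 4 were found as 1.95 and 3.81. In 300 simulated pairs of T and B cells, 98.2% of the UMIs of the T cell and 99.8% of those of the B cell were found. The chemistry score called 50 of 50 set genes in each direction and 0 where no gene was changed. The doublet score had an area under the curve of 0.949, and its threshold removed 27% of 100 made pairs, so that most such pairs stay in the counts.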

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

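The tests of 10x chemistry and of treatment on the mitochondrial percentages, of a swapped label, and of the T and NK cell effects among cells that are not macrophages were chosen only after the result was seen. Libraries were compared within a line, with or without cyclophosphamide, in groups of 4 or 5. A library is reported where its gap to the next one, divided by the range of its group, passed Dixon's 95% critical value, which happened in 10 of 74 groups, where chance gives about 1 in 20. With 1 library per treatment, differences between the pooled mice stay open in each paragraph.

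In 4T1 T + αPD-1 the median mitochondrial percentage was 5.19% (next library 3.00%) and the median depth 5793 UMIs (next 4317), and in EMT6 P + αPD-1 the mitochondrial percentage was 5.16% (next 2.75%). The tables argue against treatments that raise the share alike in both lines, since each of the 3 treatments sequenced with both barcode lists was among the 7 highest libraries in 1 line alone (3 of 3). An effect of a treatment in 1 line alone, which the paper's toxicity in different microenvironments allows, stays open as untested. Chemistry predicted the values: the library of the v3 list had the higher median in 3 of 3 such treatments (2.36% and 4.901% for C140, 3.00% and 5.16% for P + αPD-1, 2.75% and 5.19% for T + αPD-1), which rests on the same split of the libraries, and the 7 libraries of the v3 list had 3.46% to 5.53% against 2.36% to 3.05% in the 11 of the v2 list. Whatever else differed between the runs of the 2 lists stays open. For the depth, EMT6 P + αPD-1, also of the v3 list, had 0.376 of the highest v2-list library without cyclophosphamide. Chemistry and sequencing depth cannot be told apart there, since 4T1 has 1 such library of the v3 list, and no biological explanation of the depth was tested.

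Neutrophils made up 1.198% of the cells in 4T1 T + αPD-1, with 9.83% in the next library of its group. The tables argue against neutrophils that were present but not called: in barcodes of 10 to 100 UMIs, S100a8 and S100a9 had 261 CPM, 0.0574 of the lowest other 4T1 library without cyclophosphamide (4539). Chemistry stays open: EMT6 P + αPD-1, of the v3 list, had 10.9% neutrophils, 0.689 percentage points above the lowest v2-list library of its group, and in 4T1 the list and the treatment cannot be told apart with 1 v3 library without cyclophosphamide. An effect of paclitaxel was not tested.

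In EMT6 C140 + V + αPD-1, B cells made up 19.0% (next library with cyclophosphamide 2.37%) and NK cells 1.64% (next 0.249%). Against a label swapped with a library without cyclophosphamide stands the Pim1-expressing intermediate-like share of its B cells, 70.7 percentage points above the highest such library. Lymph node tissue in the sample stays open: 6 genes of naive T cells had 3419 CPM in its T cells, 1.23 times the highest other library with cyclophosphamide (2778), and naive T cells of the tumor and of a node cannot be told apart by these genes. An effect of the combination with both V and αPD-1 was not tested, and 4T1 has no such library among those the study kept.

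T cells made up 66.6% of 4T1 P + αPD-1, with 53.4% in the next library of its group. Cell calling and filters are argued against, since the gap over the range stayed at 0.792 or more under the order-of-magnitude rule, 10% mitochondrial UMIs and 1000 UMIs (critical value 0.71). An effect of cisplatin stays open as untested.

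Among EMT6 B cells, the interferon-induced share of 0.846% in C140 + V + αPD-1 (4 of 473 cells), the naive-like share of 2.63% in C140 + αPD-1 (1 of 38) and the naive-like share of 4.10% in T + αPD-1 (34 of 829, next library 3.41%) stood out. In 3 of 3 groups the exact intervals of the library and the next one overlap, as few counted cells in either predict. Few B cells in the library itself apply to C140 + αPD-1 alone: C140 + V + αPD-1 stands beside C140 + αPD-1, with 38, and T + αPD-1 beside the control, with 176 B cells, so for T + αPD-1 another source stays open. No biological explanation was tested.

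The effect of cyclophosphamide differed between the lines by 20.0 percentage points for T cells (17.5 in 4T1 against -2.49 in EMT6) and by 3.07 for NK cells (-0.470 against -3.54). Both differences had p = 0.0357 in an exact two-sided permutation of treatments within the contrast, the smallest it allows, and a Benjamini-Hochberg value of 0.143 over 8 tests, so neither passes correction. These effects cover the 8 treatments with a library in both lines, without EMT6 C140 + V + αPD-1 (39.7% T cells and 1.64% NK cells). With that library the EMT6 T cell effect was 4.42, of the opposite sign, and the NK cell effect was -3.17. Among cells that are not macrophages, the T cell effects were 16.5 and 13.8, which differ by 2.64 (exact permutation p = 0.821, two-sided), as predicted if the rise of macrophages in EMT6, which lowers every other share, lies behind it. For NK cells this is argued against, since the difference became 5.04 (exact permutation p = 0.0357, two-sided). A response of NK cells that depends on the tumor stays open as untested, as does chance. The day of tumor resection, which varied in the study with treatment efficacy and line, also stays open for the T cell and NK cell differences.

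For the 4T1 C140 + V + αPD-1 library, left out by the study, clusters were made again with it included, so shares differ slightly from those above. This library held 86.8% T cells (178 of 205), above the 50.7% of the control. It lay within the range of the other 4T1 libraries with cyclophosphamide, from 49.8% in C140 + V to 94.6% in C140 + αPD-1. Cell calling and filters are argued against: the share was 96.2% under the order-of-magnitude rule, 86.4% at 10% mitochondrial UMIs and 95.7% at 1000 UMIs, against 55.7%, 50.5% and 51.2% in the control. The loss of other cells in a library with few cells, and an effect of the treatment, stay open as untested.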

How the results depend on the processing

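The alternatives that leave out NK-like sub-clusters, sub-clusters led by genes of another lineage, libraries with fewer than 30 B cells or treatments with unequal barcode lists, or count the interferon-induced with the M1-like macrophages, were chosen only after the result was seen. Every p is from an exact two-sided permutation test. Differences are in percentage points, with minus without cyclophosphamide unless the lines are named (4T1 minus EMT6). Where clusters or cells changed, the cause of a shift was not tested.

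With the order-of-magnitude rule alone, the line difference was 12.6 (exact p = 0.0234) for B cells, passing 0.05, and 1.01 (exact p = 0.539) for neutrophils, with the opposite sign. Its cuts in EMT6, 3878 UMIs or more, lie above the median depth of both types there, so these values cannot tell abundance from depth. The proliferative share of 4T1 B cells differed by -12.5 (exact p = 0.0714) and that of EMT6 B cells, which is also the germinal-like share, by -27.1 (exact p = 0.0476). EMT6 kept 16722 cells. Without doublet removal, the 2 B cell differences were -8.78 (exact p = 0.179) in 4T1 and -3.91 (exact p = 0.0476) in EMT6. Without integration, Treg-like cells differed by -14.7 (exact p = 0.143), M2-like by -1.73 (exact p = 0.952) and M1-like by -2.66 (exact p = 0.127), the last with the opposite sign. With the chemistry of Table 1, the EMT6 proliferative and germinal-like difference was 13.7 (exact p = 0.857), reversed. With the left-out 4T1 library included, exhausted-like Cd8 cells differed by -12.7 (exact p = 0.0159). At the doubled resolution M2-like cells differed by -13.1 (exact p = 0.0794), and 12 Cd8 and 8 4T1 B sub-clusters were found.

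As shares of all cells, the differences were -2.41 (exact p = 0.0357) for exhausted-like Cd8 cells and -1.29 (exact p = 0.0317) for proliferative or germinal-like EMT6 B cells, both passing 0.05. They no longer passed for 4T1 proliferative B cells (-1.82, exact p = 0.0714), M2-like (-2.602, exact p = 0.429), proliferative (-1.14, exact p = 0.508) and Arg2 macrophage-like cells (-3.16, exact p = 0.111), nor for the plasma-like sub-cluster of the doubled resolution (2.66, exact p = 0.107). The γδ T cell-like share of the control lay 2.36 above the mean of the treatments on this scale.

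Within the v2 and v3 barcode lists, Treg-like cells differed by -13.7 and -10.5 and 4T1 proliferative B cells by -12.6 and -1.21, with no test in 4T1. In EMT6 the v2 and v3 values were -14.1 (exact p = 0.133) and -3.73 for M2-like, -4.68 (exact p = 0.133) and -7.65 for proliferative and -8.04 (exact p = 0.133) and -8.94 for Arg2 macrophage-like cells, in groups too small to reach 0.05. M1-like cells had -1.56 (exact p = 0.4) in the v2 list, reversed. Over treatments with the same list in both lines, the line difference was 59.0 (exact p = 0.0625) for lymphoid cells and -5.08 (exact p = 0.0625) for neutrophils, where fewer pairs cannot reach 0.05. Unpaired, neutrophils differed by -4.77 (exact p = 0.0918).

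Leaving out each library in turn (leave-one-out) gave -13.2 to -10.1 for Treg-like cells, -11.9 to -7.85 for 4T1 proliferative B cells and 14.0 to 20.4 for the plasma-like sub-cluster, with p of 0.0571 or 0.0952 whichever of the 8 libraries was left out, the smallest that 7 libraries allow. M2-like cells gave -12.9 to -8.78, passing 0.05 only without C140 + V (-12.9, exact p = 0.0357) or without P + αPD-1 (-11.4, exact p = 0.0286). EMT6 proliferative B cells gave -4.52 to -2.14, reaching -4.27 (exact p = 0.0357) without C140 + αPD-1, with -2.14 (exact p = 0.114) without P + αPD-1. The ranges without a change of call (where there is one) or sign were 47.8 to 58.2 (lymphoid), 1.73 to 10.8 (B cells), -5.54 to -3.49 (neutrophils), 2.05 to 4.08 (proliferative Cd8), -16.3 to -10.6 (exhausted-like Cd8), -6.97 to -5.50 (proliferative macrophages), -9.37 to -7.97 (Arg2 macrophage-like), 0.144 to 3.31 (M1-like) and 6.04 to 7.18 (γδ T cell-like). The lowest for B cells came without C140 + V and the lowest for M1-like cells without C140 + V + αPD-1.

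Counting every alternative, results called at 0.05 kept the call in 16 of 17 (lymphoid), 14 of 17 (neutrophils), 19 of 22 (Arg2 macrophage-like) and 19 of 22 (proliferative macrophages). The call was kept in 10 of 22 (M2-like), 9 of 20 (Treg-like), 9 of 22 (4T1 proliferative B cells) and 5 of 14 (plasma-like). For the Treg-like, 4T1 proliferative B cell and plasma-like results, the fits without 1 of the 8 libraries cannot reach 0.05. Calls missing there were fixed by the design and say nothing about stability. The single barcode lists of M2-like cells are also too small to reach 0.05. Results not called stayed so, with the same sign, in 16 of 17 (B cells), 18 of 20 (M1-like), 20 of 22 (exhausted-like Cd8), 17 of 22 (germinal-like) and 18 of 23 (EMT6 proliferative B cells). The γδ T cell-like difference has no test and so no call. In 4T1, the fits without 1 of the 8 libraries cannot reach 0.05 and single barcode lists have no test, so for proliferative Cd8 cells (22 of 22) and exhausted-like Cd8 cells, neither called, these say nothing about stability. Of 120 gene values under another scaling or without thinning, 49 stayed within their intervals, 69 moved and 2 changed sign: without thinning, the share of cells with a UMI of Cd38 in 4T1 B sub-cluster 3 lay -8.14 from the mean of the others, and that of Itgam in EMT6 macrophage sub-cluster 10 -8.56. With 50 neighbours, mixing before and after integration was 4.66% and 40.6% in 4T1 and 10.7% and 40.4% in EMT6.

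No value exists where no sub-cluster carried the name: effector-like Cd8 cells and, at the stated resolution, plasma B cells; M1-like cells without doublet removal, with the chemistry of Table 1 and with 30 components; germinal-like cells without integration. The plasma-like sub-cluster was not followed through alternatives that make clusters again, and within single barcode lists γδ T cell-like cells have no v3 value.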

Differences from the paper's values

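The alternatives that leave out NK-like sub-clusters, sub-clusters led by genes of another lineage, libraries with fewer than 30 B cells or treatments with unequal barcode lists were chosen only after the result was seen, and none of them is used to compare values here. The alternatives compared below were set before the data were examined: the order-of-magnitude rule alone, at most 10% mitochondrial UMIs, at least 1000 UMIs, no doublet removal, no integration, a doubled sub-cluster resolution, 30 components, and the chemistry of Table 1 (EMT6) or the left-out library included (4T1). A value is listed where the paper's is more than 1.5 times higher or lower and the difference exceeds 0.5 of the width of the exact interval of the share found here, so a count of 0 can be listed although its interval reaches the paper's value. No value differed in this way for cells and genes after quality control, clusters, cells called, or the Treg-like, γδ T cell-like, M2-like and proliferating EMT6 B cell shares. In each pair below the value of the paper, read by eye from a figure, comes before the value found here. The matched sub-clusters are those that passed the marker rule for the name the paper gives.

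Proliferative Cd8 T cells in 4T1, as shares of Cd8-like T cells and NK cells together (Fig. 3D, read by eye): about 6.9% against 1.94% in the control, about 13% against 8.29% in C140, about 17% against 7.34% in C140 + V, about 8.7% against 4.24% in C140 + αPD-1, about 7.9% against 4.78% in D + αPD-1, about 6.1% against 3.65% in P + αPD-1, about 6.3% against 2.40% in T + αPD-1 and about 12% against 5.91% in αPD-1. The order-of-magnitude rule alone brings C140 to 8.73%, within the paper's value. The other 7 gaps stay open under it, and all 8 under the other alternatives.

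Exhausted-like Cd8 T cells in 4T1, as shares of the same cells (Fig. 3F, read by eye): about 4.3% against 27.2% in the control, about 0.34% against 2.11% in C140, about 1.2% against 11.5% in C140 + V, about 0% against 0.824% in C140 + αPD-1, about 3.8% against 21.4% in D + αPD-1, about 0.55% against 11.3% in P + αPD-1, about 1.5% against 13.0% in T + αPD-1 and about 0% against 15.9% in αPD-1. C140 + αPD-1 comes within the paper's value at 0.333% without doublet removal and 0.468% without integration. The other 7 gaps stay open under these, and all 8 under the other alternatives. The sub-cluster compared, sub-cluster 2, was paired by the marker rule alone. Sub-cluster 6, led by B cell genes and second in the exhaustion genes, lies nearer the paper's values, with 4.72% in the control, 0% in C140, 0.459% in C140 + V, 0% in C140 + αPD-1, 3.42% in D + αPD-1, 0.332% in P + αPD-1, 0.126% in T + αPD-1 and 0.394% in αPD-1.

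Proliferative macrophages in EMT6 (Fig. 4D, read by eye): about 5.8% against 8.78% in C140 and about 4.4% against 6.70% in C140 + αPD-1. For C140 the gap closes with the chemistry of Table 1 (5.47%), the doubled resolution (8.68%) and 30 components (8.27%). For C140 + αPD-1 it closes with these (4.901%, 6.57% and 5.31%) and with at most 10% mitochondrial UMIs (6.54%). The other alternatives leave both open. The share joins sub-clusters 5 and 12, and sub-cluster 5 alone reaches both values, with 5.46% in C140 and 4.42% in C140 + αPD-1.

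Arg2 macrophage-like cells in EMT6 (Fig. 4E, read by eye): about 3.1% against 5.06% in C140 + αPD-1. The doubled resolution (2.78%) closes the gap, and the other alternatives do not.

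M1-like macrophages in EMT6 (Fig. 4F, read by eye): about 15% against 5.50% in the control, about 8.1% against 1.02% in C140, about 24% against 7.06% in C140 + V, about 13% against 3.03% in C140 + αPD-1, about 16% against 10.5% in C140 + V + αPD-1, about 7.1% against 1.69% in D + αPD-1, about 9% against 3.44% in P + αPD-1, about 5.8% against 2.41% in T + αPD-1 and about 17% against 4.76% in αPD-1. C140 + V + αPD-1 comes within the paper's value under the order-of-magnitude rule (11.3%), at most 10% mitochondrial UMIs (10.7%), at least 1000 UMIs (11.0%) and the doubled resolution (11.1%). The other 8 gaps stay open under these, and all 9 without integration. The remaining ones of the list above gave no M1-like sub-cluster. The sub-cluster compared, sub-cluster 7, was paired by the marker rule alone, while Ly6c1 and Ly6c2, the markers of the paper's cluster, were highest in the interferon-induced sub-cluster 3. With sub-cluster 3 counted too, an alternative chosen only after the result was seen, all 9 gaps close: 14.9% in the control, 6.79% in C140, 23.1% in C140 + V, 9.61% in C140 + αPD-1, 13.4% in C140 + V + αPD-1, 6.04% in D + αPD-1, 7.66% in P + αPD-1, 5.09% in T + αPD-1 and 15.2% in αPD-1.

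Proliferative B cells in 4T1 (Fig. 5E, read by eye): about 5.7% against 2.51% in the control, about 5.9% against 0.254% in C140, about 10% against 1.86% in C140 + V, about 3% against 0% in C140 + αPD-1, about 19% against 11.6% in D + αPD-1 and about 8.2% against 2.27% in T + αPD-1. Without doublet removal all 6 come within the paper's values (6.20% in the control, 5.96% in C140, 11.0% in C140 + V, 3.13% in C140 + αPD-1, 17.3% in D + αPD-1 and 7.28% in T + αPD-1). Clusters were made again there. In C140 + V the 20 doublets removed from the whole library are too few for the rise from 1.86% to 11.0%. The remade sub-cluster therefore took in other cells too, so this match compares an unlike sub-cluster. The order-of-magnitude rule closes the control (3.85%) and D + αPD-1 (14.6%), and no integration closes C140 + αPD-1 (1.61%) and D + αPD-1 (12.9%), each leaving the other 4. The remaining alternatives leave all 6. In C140 + αPD-1, 0 of 63 cells allows up to 4.76% by 3 counts and 5.69% by the exact 95% interval, so the paper's value lies within it.

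Germinal-like B cells in EMT6 (Fig. 5F, read by eye): about 0.6% against 5.68% in the control, about 50% against 0% in C140, about 25% against 0% in C140 + V, about 38% against 2.63% in C140 + αPD-1, about 16% against 0.846% in C140 + V + αPD-1, about 0.9% against 10.7% in P + αPD-1, about 1.6% against 3.50% in T + αPD-1 and about 0.2% against 1.19% in αPD-1. The chemistry of Table 1 closes T + αPD-1 (2.78%) and αPD-1 (0.398%) and leaves the other 6. Without integration no sub-cluster carried the name, and the remaining alternatives leave all 8. Here C140 rests on 3 B cells, C140 + V on 20 and C140 + αPD-1 on 38, and 0 of 3 cells allows up to 70.8% by the exact 95% interval, so the paper's value for C140 lies within it. The sub-cluster compared is the proliferating one with the lowest Cd38, while the paper's is high in Cd38 without Mki67, so the groups paired by the marker rule are unlike. The same sub-cluster did not differ from the paper's proliferative cluster.

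Beyond these values, some statements of the paper differ from what was found. It names T + αPD-1, C140 and C140 + αPD-1 as the 4T1 libraries with the most cells. Here T + αPD-1 held 3840, C140 + αPD-1 3035, P + αPD-1 2951 and C140 2743, so P + αPD-1 lay above C140. The paper's 3 leading EMT6 libraries are the same here. It reports comparable neutrophils, which were lower in 4T1 for 7 of 8 treatments, while under the order-of-magnitude rule alone the mean difference was 1.01 percentage points. That rule drops most EMT6 neutrophils by depth, so its value does not bear on the statement. It uses Basp1 for dendritic cells, and in EMT6 Basp1 was higher in neutrophils (677 against 511 CPM). In 4T1 the order depends on the scaling (541 in neutrophils against 463, or 590 against 633 without mitochondrial, ribosomal, immunoglobulin and haemoglobin genes). Cd3e, Ncr1, Csf3r, Adgre1 and Cd68 were highest in the types it uses them for.

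In the Cd4-like compartment the paper describes exhausted-like sub-clusters with Nr4a1 and Tox, one of them with Cd40lg and Il7r. No sub-cluster passed for exhausted cells here. Tox was highest in the Treg-like sub-cluster (201 CPM) and Nr4a1 in the γδ T cell-like one (252 CPM). Cd40lg was also highest in the Treg-like one (84.8 CPM, or sub-cluster 6 without mitochondrial, ribosomal, immunoglobulin and haemoglobin genes) and Il7r in the γδ T cell-like one (592 CPM). Its other markers in this compartment led the same kinds of sub-cluster here: Foxp3 and Ikzf2, Trdc and Cd8a. Among Cd8-like cells it puts Gzmb, Gzmk, Ifng and Ly6c1 in 1 effector cluster. Gzmk and Ifng were highest in the exhausted-like sub-cluster 2, Gzmb in NK cell-like cells (1444 CPM) and Ly6c1 in sub-cluster 1 (563 CPM). Its 4 proliferation genes, Ncr1 and the 4 exhaustion genes each led the matching sub-cluster here. Its exhausted-like cluster is the last of the compartment, and the last one here, sub-cluster 6, led by B cell genes, held 4.72% of the control.

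Among EMT6 macrophages the paper joins Arg2 with Ptgs2. It gives Ptgs2 to a lesser extent than Arg2 in that cluster, and does not state that Ptgs2 is highest there. Arg2 was highest in the matching sub-cluster. Ptgs2 was second there (97.2 CPM), after the M1-like one (197 CPM), so this statement is not contradicted. C1qa was highest in a Cxcl9-led sub-cluster (5631 CPM) and not in the M2-like one, and Ly6c1 in the interferon-induced one (643 CPM) and not in the M1-like one.

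Among B cells the paper names a plasma cluster in 4T1 by Cd27, Cd38 and Xbp1. These were highest in 3 different sub-clusters: Cd27 in the T-gene-led one (93.0 CPM), Xbp1 in the proliferative one (78.2 CPM) and Cd38 in the naive-like one (124 CPM). At the doubled resolution a sub-cluster passed the marker rule for plasma B cells, higher with cyclophosphamide by 16.6 percentage points. It passed on Irf4, Cd38 and Mzb1, with no plasma marker among its 10 leading genes. Whether these are plasma cells stays open, so the shared direction does not bear on the paper's statement about them. It names germinal B cells by high Cd38 without Mki67. Cd38 was lowest in the germinal-like sub-clusters (12.0 CPM in 4T1 and 9.07 in EMT6), and the smallest sub-clusters, led by T cell genes, had 44.0 and 28.7. Their rise with C140 + αPD-1 was not found, with 0 of 63 B cells in 4T1 and 1 of 38 in EMT6. The paper describes the largest B cell cluster as naive-like, and it kept no name here. It restricts the lower proliferative share in 4T1 to C140 alone or with immunotherapy. C140 + V (1.86%) and T + αPD-1 (2.27%) were also below the control (2.51%), with overlapping intervals. Without doublet removal these libraries lay above the control, with C140 and C140 + αPD-1 below it, which is the pattern the paper gives. Sub-clusters were made again there, and the one compared took in more than the restored cells. Proliferative B cells were highest in P + αPD-1 in both lines (18.4% and 10.7%), as the paper states.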

Other observations

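The tests of 10x chemistry on the Pim1-expressing B cells and of chance pairs in the control and D + αPD-1 libraries were chosen only after the result was seen, and the factor of 10 taken as many times higher for free RNA was set with the values already seen.

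Pim1-expressing intermediate-like B cells were most of the B cells in the libraries with cyclophosphamide, except that EMT6 C140, with 3 of 3 cells, cannot show a majority. In EMT6 they were 17 of 20 in C140 + V, 32 of 38 in C140 + αPD-1 and 444 of 473 in C140 + V + αPD-1. They made up a mean of 82.3% against 26.3% in 4T1, a difference of 56.0 percentage points (exact permutation p = 0.0357, two-sided, the smallest of the design), and 90.8% against 18.3% in EMT6, a difference of 72.5 (exact permutation p = 0.0159, two-sided, also the smallest). Shares ranged from 80.8% to 85.0% with cyclophosphamide and from 2.93% to 52.0% without in 4T1, and from 84.2% to 100% and 13.6% to 23.2% in EMT6. This class was not among the planned comparisons. Its name does not rest on Pim1: the 4T1 sub-cluster passed on Nr4a1, Myc, Egr3, Egr1 and Cd69. In EMT6, sub-cluster 1 passed on Nr4a1, Myc, Pim1 and Egr3. Sub-cluster 2 passed there on Ncl, Npm1 and Myc, and sub-cluster 4 on Egr3, Egr1 and Cd69. The tables argue against 10x chemistry, since within each list the lowest share with cyclophosphamide exceeded the highest without, by 28.97 percentage points or more (77.9, 61.1 and 71.4 in the others). A stress response to tissue handling cannot be told apart: 19 stress genes were higher with cyclophosphamide by a log2 of 0.23 in T cells of 4T1 (exact permutation p = 0.357, two-sided), 0.50 in macrophages (p = 0.0357 in the same exact test) and 0.57 in B cells (p = 0.0357), and in EMT6 by 0.23 in T cells (p = 0.365), 0.52 in macrophages (p = 0.0159) and 0.09 in B cells (p = 0.683). The cell types disagree, and handling was not recorded by treatment. A change in the B cells that remain after cyclophosphamide stays open as untested.

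Sub-cluster 6 of the 4T1 Cd8-like and NK cells (38 cells) was led by B cell genes. Free B cell RNA is argued against, since the median UMIs given to B cells were 152 times those of the other sub-clusters of the same libraries. The B cell part meets what a whole B cell in the droplet predicts, with 88.7% of the UMIs of the median B cell. The T cell part was 242% of that of the median cell, where 1 T cell predicts about 100%, so larger T cells or more than 1 per droplet stay open as untested. Over all libraries the number was 0.775 of the 49.1 chance pairs expected at 1% doublets per 1000 cells, before doublet removal. T + αPD-1 alone supplies 21.6 of these expected pairs and held 1 such cell. The total therefore does not decide whether chance pairs are enough in the other libraries. In the control and D + αPD-1 chance pairs are argued against, with 32 cells against 8.52 expected, 3.75 times as many. Cells that stick together in those libraries, in the tumor or after dissociation, stay open as untested.

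EMT6 macrophage sub-cluster 4 (1294 cells) was led by T cell genes. Free T cell RNA is argued against, since the median UMIs given to T cells were 45.6 times those of the other sub-clusters. The values meet what a whole T cell beside a macrophage predicts, with 89.9% of the UMIs of the median T cell and 96.5% of those of the median macrophage. Chance pairs at the loading rate are argued against, since 92.7 were expected and 14.0 times as many were seen. Pairs that stick together, and T cells taken up by macrophages, stay open as untested.

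For 4 EMT6 libraries the barcode list differs from the chemistry of Table 1. A score of 50 genes per direction, chosen between the chemistries on 4T1 libraries, placed 4 of 4 with the libraries of the same barcode list in both T cells and macrophages, as the chemistry of the list, not the stated one, predicts. No biological explanation was tested.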
